# CDK7 Inhibitor THZ1 Induces the Cell Apoptosis of B-Cell Acute Lymphocytic Leukemia by Perturbing Cellular Metabolism

**DOI:** 10.3389/fonc.2021.663360

**Published:** 2021-04-06

**Authors:** Tuersunayi Abudureheman, Jing Xia, Ming-Hao Li, Hang Zhou, Wei-Wei Zheng, Neng Zhou, Rong-Yi Shi, Jian-Min Zhu, Li-Ting Yang, Li Chen, Liang Zheng, Kai Xue, Kai Qing, Cai-Wen Duan

**Keywords:** B-cell acute lymphocytic leukemia, CDK7 inhibitor, cell apoptosis, metabolism, c-MYC

## Abstract

B-cell acute lymphocytic leukemia (B-ALL) is a malignant blood cancer that develops in children and adults and leads to high mortality. THZ1, a covalent cyclin-dependent kinase 7 (CDK7) inhibitor, shows anti-tumor effects in various cancers by inhibiting cell proliferation and inducing apoptosis. However, whether THZ1 has an inhibitory effect on B-ALL cells and the underlying mechanism remains obscure. In this study, we showed that THZ1 arrested the cell cycle of B-ALL cells *in vitro* in a low concentration, while inducing the apoptosis of B-ALL cells *in vitro* in a high concentration by activating the apoptotic pathways. In addition, RNA-SEQ results revealed that THZ1 disrupted the cellular metabolic pathways of B-ALL cells. Moreover, THZ1 suppressed the cellular metabolism and blocked the production of cellular metabolic intermediates in B-ALL cells. Mechanistically, THZ1 inhibited the cellular metabolism of B-ALL by downregulating the expression of c-MYC-mediated metabolic enzymes. However, THZ1 treatment enhanced cell apoptosis in over-expressed c-MYC B-ALL cells, which was involved in the upregulation of p53 expression. Collectively, our data demonstrated that CDK7 inhibitor THZ1 induced the apoptosis of B-ALL cells by perturbing c-MYC-mediated cellular metabolism, thereby providing a novel treatment option for B-ALL.

## Introduction

B-cell acute lymphocytic leukemia (B-ALL) is a lymphocytic malignancy that frequently occurs in children and adults, which can infiltrate the bone marrow and extramedullary sites. With recent advances in multi-modal chemotherapy regimens, the 5-year overall survival has reached 90% in children with B-ALL, whereas the outcome of older patients (≥40 years) remains poor (1). Moreover, the refractory and relapsed B-ALL patients show no response to existing therapeutic drugs, and a proportion of patients cannot tolerate the side-effects of multi-drug combination therapy (2). Therefore, identifying new alternative drugs for the treatment of B-ALL is necessary.

Cyclin-dependent kinases (CDKs) are serine/threonine protein kinases that play pivotal regulatory roles in gene transcription (e.g., CDKs 7–13 and 19–20) and cell cycle progression (e.g., CDKs 1–6 and 14–18) (3, 4). Cyclin-dependent protein 7 (CDK7) is a member of the CDK family, which forms the trimeric complex CDK-activating kinase by combining with cyclin H and MAT1 and renders CDK7 uniquely involved in the regulation of transcription and cell cycle transitions. CDK7 regulates mRNA transcription initiation and elongation by phosphorylating Ser-2 and Ser-5 of the carboxyl terminal domain (CTD) of RNA polymerase II (RNA Pol II) (5–7). Several studies have reported that aberrant expression of CDK7 has been found in many types of tumor, such as hepatocellular carcinoma, gastric cancer, colorectal cancer, and epithelial ovarian cancer, and correlated with poor prognosis (8–10). Therefore, CDK7 is a potential drug target for the treatment of tumors. THZ1 is the first selective and covalent CDK7 inhibitor, which shows anti-tumor effects in various cancers by inhibiting cell proliferation and inducing apoptosis (11–14). However, whether THZ1 has an inhibitory effect on B-ALL cells and the underlying mechanism remains unclear.

Metabolic reprogramming is a hallmark of tumor cells. The cellular metabolism of tumor cells is reprogrammed to fulfill the excessive metabolic demands for uncontrolled cell proliferation (15, 16). Glycolysis, also known as the Warburg effect, is the initial step in glucose metabolism, which consumes a large number of glucose and results in lactate production even under adequate oxygen conditions. The metabolic intermediates of glycolysis provide the materials for nucleotide synthesis in tumor cells (17). Several studies have suggested that cell cycle progression is closely coupled to the cellular metabolism of tumors. CDK6 inhibits the catalytic activity of two key enzymes, 6-phosphofructokinase and pyruvate kinase M2, in the glycolytic pathway and promotes the cell cycle progression of tumors (18). CDK8 promotes glycolysis by regulating the expression of many components of the glycolytic cascade in tumor cells (19). Recent studies have demonstrated that CDK7 regulates the expression of proto-oncogenes, including MYC and MCL1. MYC-amplified tumors are highly vulnerable to the treatment of CDK7 inhibitors, such as THZ1 (20–22). MYC facilitates tumor progression by modulating the expression of genes that are involved in the cellular metabolism of tumor cells (23, 24). CDK7 inhibitors induce cell cycle arrest and apoptosis of lung cancer cells via blocking the glucose consumption or interfering with cancer metabolism (25, 26). However, whether CDK7 inhibitors induce cell apoptosis in B-ALL by suppressing MYC-mediated cellular metabolism remains unknown.

In this study, we demonstrated that THZ1 induced the apoptosis of B-ALL cells *in vitro* in a high concentration. Moreover, THZ1 suppressed the cellular metabolism and blocked the production of cellular metabolic intermediates in B-ALL cells. Mechanistically, THZ1 inhibited the cellular metabolism of B-ALL by downregulating the expression of c-MYC-mediated metabolic enzymes. However, THZ1 treatment enhanced the cell apoptosis in over-expressed c-MYC B-ALL cells, which was involved in the upregulation of p53 expression. Therefore, these findings provide a novel clinical treatment option for B-ALL.

## Materials and Methods

### Clinical Samples

Bone marrow samples from children with B-ALL were collected as part of the initial diagnostic investigations at Shanghai Children's Medical Center (SCMC). Sample usage and protocols were approved and supervised by the SCMC Ethics Committee. All the samples were stored at SCMC and analyzed in a blind manner. B-ALL cells were seeded at a density of 1 × 10^6^ cells/ml in a STEMSPAN medium supplemented with 20 ng/ml recombinant human IL3 (rhIL3), 10 ng/ml rhIL7, 10 ng/ml rhIL6, 10 ng/ml rhIL2, 10 ng/ml rhIGF-1, 20 ng/ml rhFlt3L, and 10 ng/ml rhVcam1. B-ALL cells were treated with or without 500 nM of THZ1 hydrochloride (Med Chem Express (MCE) for 24 h, and the apoptotic percentage was detected by flow cytometry (BD Biosciences).

### Culture of Cell Lines

Human cell lines, NALM6 and REH, were obtained from the American Type Culture Collection (ATCC) (Manassas, VA) and cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum (Gibco) and 1% penicillin–streptomycin (Gibco) at 37°C in a 5% CO_2_ atmosphere. Cell lines were routinely evaluated using short tandem repeat (STR) DNA profiling, and all cell lines were negative for mycoplasma. Overexpression stable cell lines of c-MYC and vector plasmids were acquired from Dr. Li T (SCMC, China). Furthermore, overexpression efficiency was verified by Western blot analysis.

### Drug Sensitivity Assay

For drug sensitivity assay, cells (10,000 cells per well) were plated in a 96-well plate and then treated with a gradient concentration of THZ1 for 72 h. Cell viability was determined using CTG (Promega CellTiter-Glo™ Luminescent Cell Viability Assay Kit) according to the manufacturer's protocol. The absorbance optical density of 405 nm was recorded using a microplate reader (Synerge2; BioTek Instruments, Winooski, VT, USA), and the half-maximal inhibitory concentration (IC50) was calculated using GraphPad Prism (GraphPad Software, La Jolla, CA, USA).

### Real-Time PCR Analysis

Total RNA was isolated from cell lines by a TRIzol reagent (Life technologies). Then, cDNA reverse was transcribed, and real-time polymerase chain reaction was performed in accordance with the instructions of PrimeScript RT reagent kit (Vazyme). Real-time PCR was conducted using the YEASEN Hieff qPCR SYBR Green Master Mix. The relative mRNA expression was calculated by the comparative Ct method using β-actin as a control. The primers are listed as follows:

**Table:** 

**Gene list**	**Sequence (5^**′**^-3^**′**^)**
β-actin Forward Primer	TGCCGACAGGATGCAGAAG
β-actin Reverse Primer	GCCGATCCACACGGAGTACT
CDK1 Reverse Primer	TCCTGCATAAGCACATCCTGA
CDK2 Forward Primer	CCAGGAGTTACTTCTATGCCTGA
CDK2 Reverse Primer	TTCATCCAGGGGAGGTACAAC
CDK4 Forward Primer	ATGGCTGCCACTCGATATGAA
CDK4 Reverse Primer	TCCTCCATTAGGAACTCTCACAC
CDK6 Forward Primer	TCTTCATTCACACCGAGTAGTGC
CDK6 Reverse Primer	TGAGGTTAGAGCCATCTGGAAA
CDK7 Forward Primer	ATGGCTCTGGACGTGAAGTCT
CDK7 Reverse Primer	GCGACAATTTGGTTGGTGTTC
E2F1 Forward Primer	ACGCTATGAGACCTCACTGAA
E2F1 Reverse Primer	TCCTGGGTCAACCCCTCAAG
E2F2 Forward Primer	CGTCCCTGAGTTCCCAACC
E2F2 Reverse Primer	GCGAAGTGTCATACCGAGTCTT
BCL-XL Forward Primer	TCAGGCTGCTTGGGATAAAG
BCL-XL Reverse Primer	AGGCTTCTGGAGGACATTTG
BCL2 Forward Primer	AAGATTGATGGGATCGTTGC
BCL2 Reverse Primer	TGTGCTTTGCATTCTTGGAC
XIAP Forward Primer	ACCGTGCGGTGCTTTAGTT
XIAP Reverse Primer	TGCGTGGCACTATTTTCAAGATA
P21 Forward Primer	GAAGAGGCTGGTGGCTATTT
P21 Reverse Primer	TAAAGGATGACAAGCAGAGAGC
P53 Forward Primer	GTACCACCATCCACTACAACTAC
P53 Reverse Primer	CTTTGAGGTGCGTGTTTGTG

### RNA-SEQ Analysis

Total cellular RNA was isolated using the TRIzol reagent. In brief, RNA was reversed to cDNA for constructing the library. Then, RNA sequencing was conducted on the cDNA library. The raw reads were filtered, and clean reads were mapped to GRCh37 whole genome using STAR2.7.3a. The raw gene counts was calculated using htseq-count. The gene expression level (FPKM) was calculated according to the RSEM, and the data were analyzed.

### Western Blot

Cells were harvested and lysed in SDS sample buffer. The same amount of protein samples was electrophoresed through 8–10% SDS-PAGE and transferred to a nitrocellulose blotting membrane. Following 5% non-fat milk or BSA blocking, these membranes were incubated at 4°C overnight with primary antibodies. Detailed information regarding antibodies were as follows: ACTIN, TUBULIN as internal control (1:2,000; Hua An Biotechnology, Hangzhou, China); Phospho-Rpb1 CTD (Ser2) (#13499, 1:1,000; CST); Phospho-Rpb1 CTD (Ser5) (#13523, 1:1,000; CST), Phospho-Rpb1 CTD (Ser7) (#13780, 1:1,000; CST); Rpb1 CTD (1:1,000; AM39097); BCL2 (1:1,000; Biotime); caspase 3 (ab13847, 1:1,000; Abcam); cleaved caspase 3 (#9661, 1:1,000; CST); HK1 (#2024T, 1:1,000; CST); LDHA (#3582, 1:1,000; CST); c-MYC (#5605, 1:1,000; CST, Danvers, MA, USA); Flag (0912-1, 1:1,000; Hua An Biotechnology, Hangzhou, China); PFKP (#12746, 1:1,000, CST); PKM2 (#4053, 1:1,000, CST). After incubation with the fluorescence-labeled secondary antibody, fluorescence signals were analyzed using the BIO-RAD ChemiDocTM MP Imaging System.

### Apoptosis Assay

Cells were incubated with THZ1 or DMSO at indicated concentrations and harvested after 6–24 h. After washing with phosphate-buffered saline (PBS) two times, cell apoptosis was measured using the Annexin-V apoptosis detection kit (BD Bioscience, San Jose, CA, USA) according to the manufacturer's protocol. The percentage of Annexin-V-positive cells was detected by flow cytometry, and the data were analyzed using FlowJo Version 10.0 software.

### Cell Cycle Analysis

After treatment for 2–24 h with THZ1 or DMSO, EdU was added into the cells, and the cells were incubated for 2 h. Cell proliferation was conducted using Click-iT EdU flow cytometry assay kit (Beyotime) according to the manufacturer's protocol. The stained cells were then analyzed using a flow cytometer.

### Measurements of Metabolites

After cells were treated with 500 nM THZ1 or DMSO in RPMI 1640 complete medium for 24 h, 2-NBDG (Invitrogen) was used to detect the glucose uptake ability of the cells. Other metabolic dyes, such as mitochondrial membrane potential probe MitoTrackerTM orange (Life Technologies, M7511), total ROS probe DCFDA (Life Technologies, C369), and MitoSOXTM Red mitochondrial superoxide indicator (Life Technologies, 2189134) were used to stain the samples. Then, the samples were analyzed by flow cytometry. An enhanced ATP assay kit (Beyotime Biotechnology) was used to determine the intracellular ATP of cells.

### Metabolite Analysis

A total of 2 × 10^6^ cells were harvested after treatment with drugs for 24 h and washed with pre-cooled PBS. Cells were cracked in ice-cold 80% methanol and centrifuged at 1,500 rpm for 10 min to obtain the supernatant. Finally, the supernatant was analyzed by liquid chromatography–tandem mass spectrometry (LC–MS/MS).

### Statistical Analysis

Statistical analysis was conducted using GraphPad Prism 7.0 (GraphPad Software). Data were presented as mean ± SD of three independent experiments. Differences between samples were analyzed using two-tailed Student's *t*-test. The results with values of *P* < 0.05 were considered statistically significant.

## Results

### THZ1 Arrests the Cell Cycle of B-ALL Cell Lines *in vitro*

To investigate the anti-proliferative effect of CDK7 inhibitor on the B-ALL cells, we first determined the CDK7 expression in B-ALL patients' sample and human peripheral blood mononuclear cells (PBMCs). The elevated CDK7 expression was observed in primary B-ALL cells (Figure 1A). Then, the cell viability of B-ALL cell lines, NALM6 and REH, was measured by ATP detection kit after treatment with a gradient concentration of THZ1 for 72 h. The half-maximal inhibitory concentration (IC50) values of NALM6 and REH were 101.2 and 26.26 nM, respectively (Figure 1B). Cell count assay showed that 100 nM of THZ1 evidently inhibited the growth of B-ALL cells (Figure 1C). Subsequently, cell proliferation was also assessed by staining with EdU, and the results showed that THZ1 treatment dramatically arrested B-ALL cells at the G2/M phase of cell cycle in a concentration and time-dependent manner (Figures 1D,E). In addition, we performed RNA sequencing (RNA-SEQ) and qRT-PCR to detect the expression of cell cycle-related genes. 

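NALM6 is a human cell line established from B cell precursor acute lymphoblastic leukemia, and THZ1 is a covalent inhibitor of the kinase CDK7. RNA-SEQ counts the sequenced fragments of cellular RNA that map to each gene. The libraries analysed were from NALM6 cells, 3 treated with the solvent DMSO and 3 with 500 nM of THZ1, each for 24 h. According to the methods, RNA was isolated with TRIzol and turned into cDNA, filtered reads were mapped to GRCh37 with STAR, and raw counts per gene were obtained with htseq-count. The paper's text names neither the gene annotation nor the strand setting of the counting, and it names no tool for the differential expression in particular, only GraphPad Prism and Student's t-test for its statistics in general. The raw counts were used as the authors deposited them, without normalization. The DMSO-treated libraries held 11047360, 11015480 and 11164840 counts on genes, and the THZ1-treated libraries held 8314306, 7876402 and 8204774. Every DMSO-treated library was deeper than every THZ1-treated library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Replicate libraries differed by more than the sampling noise, with a chi-square per gene between 1.81 and 9.41, and each was kept as a separate replicate. Of the 57905 genes in the count table, 30884 had at least 1 count in total, and 16622 passed edgeR's filter on low counts and were tested. A floor of 3 counts corresponded to at most 0.253 CPM (counts relative to the library size) in the DMSO-treated and 0.415 CPM in the THZ1-treated libraries, a limit that covers counting error only. Counts were scaled by TMM, which assumes that most genes keep their level, and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. CPM values are given after this scaling, as mean ± SD over the 3 libraries of a treatment. The counts hold no external standard, so they give levels relative to the other genes and not per cell. Against TMM, the median log2 fold change over all genes was shifted by 0.19 with upper quartile factors and by −0.25 with library sizes alone. In the log2 FPKM values of the second deposited table it was shifted by −0.18, but there genes did not move together. Symbols and coordinates were taken from GENCODE 44 mapped to GRCh37, which gave a symbol to 16108 of the genes tested.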

The RNA-SEQ results displayed that THZ1 treatment significantly downregulated the expression of cell proliferation-related genes, such as CDK1, CDK2, CDK6, and CDK8, and upregulated the expression of cell cycle arrest-related genes, such as CDKN1A and CDKN1B (Figure 1F). These results were also confirmed by qRT-PCR (Figures 1G,H). 

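The protein-coding gene CDK1 lies on chromosome 10 from 62538089 to 62554610, CDK2 on chromosome 12 from 56360565 to 56366573, CDK6 on chromosome 7 from 92234235 to 92465887 and CDK8 on chromosome 13 from 26828241 to 26995119. CDK1 had 155 ± 4.88 CPM with DMSO and 67.1 ± 5.24 CPM with THZ1 (SD, n = 3 libraries each), and its log2 fold change was −1.20 (standard error 0.08). CDK2 had 168 ± 3.44 CPM with DMSO and 71.9 ± 5.00 CPM with THZ1, with a log2 fold change of −1.23 (standard error 0.08). CDK6 had 564 ± 48.9 CPM with DMSO and 195 ± 6.16 CPM with THZ1, with a log2 fold change of −1.53 (standard error 0.07). CDK8 was less abundant, with 36.8 ± 0.131 CPM with DMSO and 14.6 ± 2.42 CPM with THZ1 and a log2 fold change of −1.34 (standard error 0.12). The adjusted p-values of CDK1, CDK2, CDK6 and CDK8 were 2.3e-15, 7.8e-16, 9.2e-19 and 7.0e-12 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CDKN1A, which encodes the CDK inhibitor p21, lies on chromosome 6 from 36644237 to 36655114, and CDKN1B, which encodes p27, on chromosome 12 from 12838432 to 12875303. CDKN1A rose from 120.2 ± 3.38 CPM to 1056 ± 27.6 CPM, and CDKN1B from 59.6 ± 2.40 CPM to 245 ± 6.33 CPM. Their log2 fold changes were 3.14 and 2.04, with adjusted p-values of 7.3e-27 and 6.8e-22 by the same edgeR test. For each of these 6 genes, every THZ1-treated library lay on the same side of every DMSO-treated library. With each library left out in turn, the log2 fold change stayed between −1.45 and −1.21 for CDK8 and between 3.09 and 3.14 for CDKN1A. Scaling by library size alone moved these genes most, and under it the log2 fold change of CDK1 was −1.45 and the log2 fold change of CDKN1A was 2.89. Of the 14 genes plotted in Fig. 1F, 8 were lower and 4 higher at an adjusted p-value below 0.05, both over all genes tested and adjusted over the list alone. The study chose these genes on the same libraries, so the second count is not independent evidence. CDK4 had the lowest log2 fold change of the 14, −1.56, and CDK19 and CDKN2C were not called. The groups did not overlap for 12 of the 14 genes, where chance gives 10%. In the annotation, PMEL overlaps CDK2 and GPR19 overlaps CDKN1B on the opposite strand, and RNU6-10P lies within CDK6 on the same strand, so some of their reads could be shared.

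**Figure D1:**
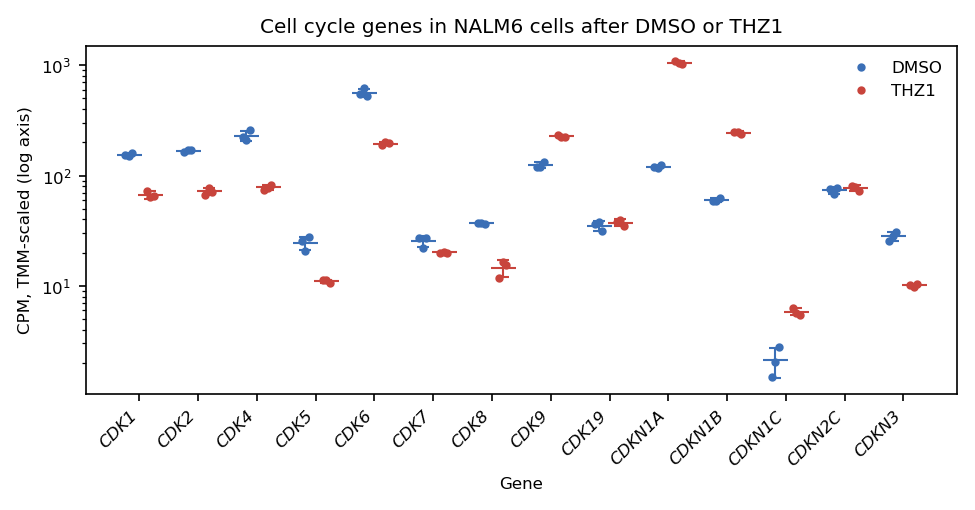
CPM after TMM scaling (log axis) of the 14 genes of Fig. 1F in NALM6 cells, with each point a library, blue for DMSO and red for THZ1, and lines for the mean ± SD of 3 libraries. The CDKN1A points lie at 117 to 124 CPM with DMSO and at 1033 to 1086 CPM with THZ1, whereas those of CDK19 and CDKN2C overlap.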

Pathway analysis demonstrated that the downregulated cell proliferation-related genes were associated with the cell cycle of B-ALL cells after treatment with THZ1 (Figure 1I). 

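Of the 19 genes drawn as lower in the cell cycle pathway of Fig. 1I, 18 were lower with THZ1 and 1, E2F2, was higher, each at an adjusted p-value below 0.05. All 6 genes drawn as higher were higher, and both counts were the same when adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries. The groups overlapped for none of these 25 genes. MYC, on chromosome 8 from 128747680 to 128755197, had the lowest log2 fold change among them, −2.89 (standard error 0.08), and fell from 639 ± 27.0 CPM to 86.1 ± 7.03 CPM (SD, n = 3 each). The adjusted p-value of MYC was 3.2e-25 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and CASC11 overlaps MYC on the opposite strand. SFN, on chromosome 1 from 27189640 to 27190947, had the highest log2 fold change, 6.22 (adjusted p = 1.4e-17 by edgeR with the same adjustment), but only 0.222 ± 0.252 CPM with DMSO. E2F2, on chromosome 1 from 23832930 to 23857725, rose from 306 ± 12.6 CPM to 477 ± 11.4 CPM, a log2 fold change of 0.64 (adjusted p = 1.9e-10 by the same test). E2F1 and E2F3, also drawn as lower, were lower at −2.83 and −0.28, so the drawing may stand for these E2F genes as a group. A list of 29 G1/S genes, written from general knowledge, had a median log2 fold change of −1.38, with 23 genes lower and 3 higher. Set against all other genes tested with limma's camera, at a preset correlation of 0.01 and with Benjamini-Hochberg adjustment over 21 such lists, it was called lower (adjusted p = 0.000145). A list of 27 G2/M genes was not called (adjusted p = 0.589 by camera), with 13 genes lower and 13 higher, or 14 higher when adjusted over the list alone. Its median of 0.16 changed sign with library sizes alone (−0.09) and in the deposited log2 FPKM values (−0.02). Within it, CDC20 on chromosome 1 from 43824652 to 43828874 had the highest log2 fold change, 2.14, and MAD2L1 on chromosome 4 from 120976778 to 120988013 the lowest, −2.08. In the G1/S list, CCND2 was highest at 1.80 and E2F1 lowest at −2.83. CCND2, which CCND2-AS1 overlaps on the opposite strand, held only 1.52 ± 0.364 CPM with DMSO, and in the deposited log2 FPKM values with limma the log2 fold change of CCND2 was −0.14.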

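CDK7, a protein-coding gene on chromosome 5 from 68530622 to 68573257, had 25.5 ± 2.84 CPM with DMSO and 20.1 ± 0.231 CPM with THZ1 (SD, n = 3 libraries each). The log2 fold change of CDK7 was −0.34 (standard error 0.12, adjusted p = 0.00812 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the lowest DMSO-treated library had 22.2 CPM against 20.3 CPM in the highest THZ1-treated library. This call depended on the processing. The adjusted p-value of CDK7 was 0.236 with edgeR and upper quartile factors, 0.0681 with DESeq2 and 0.0987 with edgeR on genes with at least 10 counts in every library, and over all alternatives it ranged from 3.8e-05 to 0.236. In the authors' deposited table, the log2 fold change of CDK7 is −0.45 with an FDR of 0.0529. Of the 28 genes in the heatmap of the POLR family (Fig. 1J), 17 were lower with THZ1, 6 were higher and 5 were not called, with the same counts when adjusted over the list alone. That list was chosen by the study on these libraries, so the latter is not independent evidence. The groups did not overlap for 23 of the 28 genes. POLR2A, which encodes the largest subunit of RNA polymerase II, lies on chromosome 17 from 7387685 to 7417933 and had the highest log2 fold change of the family, 2.90 (standard error 0.08). It rose from 344 ± 21.2 CPM to 2560.4 ± 157 CPM. POLR3G, a subunit of RNA polymerase III on chromosome 5 from 89767565 to 89810374, had the lowest, −2.22 (standard error 0.14), and fell from 34.5 ± 2.81 CPM to 7.41 ± 0.959 CPM. The adjusted p-values of POLR2A and POLR3G were 2.2e-25 and 6.7e-16 by the edgeR test, and MBLAC2 overlaps POLR3G on the opposite strand. Among the lists written beforehand, the 15 subunits of RNA polymerases I and III had a median log2 fold change of −1.12 and were called lower (camera, adjusted p = 0.00303). Of these, 12 were lower and 1 higher, or 2 higher when adjusted over the list alone, and POLR1D was the highest, at 0.49. The 12 subunits of RNA polymerase II were not called (camera, adjusted p = 0.790), and their median of −0.08 turned to 0.11 with upper quartile factors. POLR2H was the lowest of these subunits, at −1.48.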

The anti-proliferative effects of THZ1 were verified through phosphorylating serine 2, 5, and 7 in the CTD of RNA Pol II in B-ALL cells but not the mRNA expression of CDK7 (Figures 1F,J,K). Thus, these data indicated that THZ1 covalently bound to CDK7 and inhibited the downstream genes that were regulated by CDK7 transcription complex, which was consistent with previous reports (11, 13, 20, 27).

**Figure 1:**
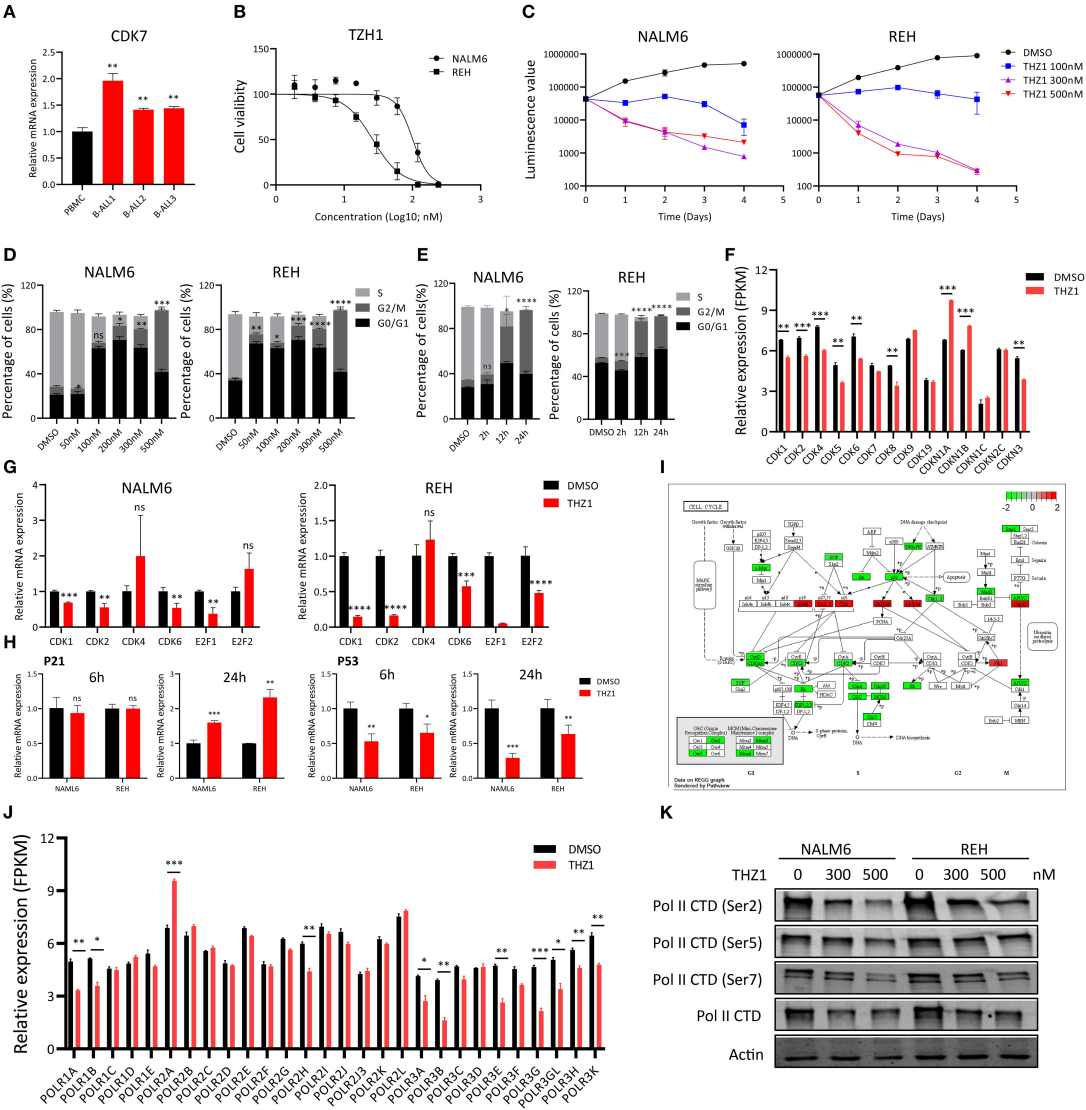
THZ1 inhibits cell proliferation in B-ALL cells. **(A)** Relative mRNA expression of CDK7 in primary B-ALL sample and human PBMCs. **(B)** Drug sensitivity assay of NALM6 and REH cells after treatment with different concentrations of THZ1 for 72 h. **(C)** Cell count assay of NALM6 and REH cells after treatment with different concentrations of THZ1. **(D)** EdU-labeled cell cycle of B-ALL cell lines was analyzed by flow cytometry after treatment with different concentrations of THZ1 for 24 h. **(E)** Cell cycle of B-ALL cell lines was analyzed by flow cytometry after treatment with THZ1 for 2, 12, and 24 h. **(F)** CDKs expression was detected by RNA-SEQ in THZ1- and DMSO-treated NALM6 cells. **(G)** The mRNA expression of CDKs and E2F family was measured by qRT-PCR in THZ1- and DMSO-treated B-ALL cells. **(H)** The mRNA expression of p21 and p53 was measured by qRT-PCR in THZ1- and DMSO-treated B-ALL cells. **(I)** Pathview analysis of down and upregulated cell cycle-related genes in THZ1-treated NALM6 cells. **(J)** The mRNA expression of the POLR family was assessed by RNA-SEQ in THZ1- and DMSO-treated NALM6 cells. **(K)** The protein expression of Ser2, Ser5, Ser7, and total RNAPII was determined by Western blot in THZ1- and DMSO-treated B-ALL cells. Values were shown as mean ± SEM. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, and ^****^p < 0.0001.

### THZ1 Induces the Cell Apoptosis of B-ALL Cell Lines *in vitro*

Previous studies indicated that different THZ1 concentrations have distinct cytotoxic effects on tumor cells, with low THZ1 concentrations inhibiting cell proliferation and high THZ1 concentrations inducing cell apoptosis (13, 14). Cell apoptosis was tested by Annexin-V and PI double staining to evaluate whether THZ1 could induce cell death of B-ALL cells in a high concentration. Exposure of B-ALL cells to increasing concentrations of THZ1 for 24 h variably reduced cell survival, of which only high THZ1 concentrations induced cell apoptosis (Figure 2A). In a high concentration, THZ1 treatment promoted apoptotic death within 6 h (Figure 2B), indicating that THZ1 also induced the cell apoptotic death of B-ALL. The cell apoptosis of B-ALL samples from patients was also determined, and the result exhibited that the apoptotic rates increased in THZ1-treated sample compared with that of DMSO-treated sample (Figure 2C, Supplementary Table 1). We further checked the expression of apoptosis- and anti-apoptosis-related genes. THZ1 treatment significantly downregulated the expression of anti-apoptotic genes, such as BCL2 and BCL-XL (Figures 2D–F), which are the key regulators in the mitochondrial apoptotic pathway. In addition, the protein expression levels of anti-apoptotic gene BCL2 and apoptotic gene Caspase 3 were determined by Western blot. 

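BCL2, on chromosome 18 from 60790579 to 60987361, fell from 63.5 ± 4.73 CPM with DMSO to 20.9 ± 1.33 CPM with THZ1 (SD, n = 3 libraries each). Its log2 fold change was −1.60 (standard error 0.10, adjusted p = 1.2e-15 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −1.68 to −1.56 with each library left out in turn. A small nucleolar RNA gene (snoU13) and ENSG00000267766 lie within BCL2 on the same strand. BCL2L1, which encodes BCL-XL, lies on chromosome 20 from 30252255 to 30311792, where BCL2L1-AS1 overlaps it on the opposite strand. BCL2L1 had 54.7 ± 3.14 CPM with DMSO and 75.5 ± 2.70 CPM with THZ1, a log2 fold change of 0.47 (standard error 0.08, adjusted p = 5.3e-06 by the same edgeR test). All 3 THZ1-treated libraries were higher than all 3 DMSO-treated libraries for BCL2L1, and leaving out each library in turn gave 0.41 to 0.49. The authors' deposited table gives BCL2L1 a log2 fold change of 0.35 with an FDR of 0.00507. All 21 genes in the lower part of the heatmap of Fig. 2D were lower with THZ1, and 11 of them fell by at least 1.5 on the log2 scale. The 5 genes tested from its upper part were higher, while PRKX-AS1 did not pass the filter on low counts. Adjusted over the list alone the counts were the same, which is not independent evidence for genes that the study chose on these libraries. TNF, on chromosome 6 from 31543342 to 31546113, had the highest log2 fold change of that heatmap, 4.34 (standard error 0.18), with 1.64 ± 0.485 CPM with DMSO and 33.3 ± 2.05 CPM with THZ1. PIK3R5, on chromosome 17 from 8782228 to 8869029, had the lowest, −3.04 (standard error 0.41), at only 3.79 ± 0.415 CPM with DMSO. Their adjusted p-values were 2.3e-20 and 6.1e-08 by the edgeR test. The lists of anti-apoptotic genes (8 tested, median log2 fold change 0.44) and of pro-apoptotic genes (21 tested, 0.27) were not called by camera, with adjusted p-values of 0.497 and 0.225. From the statistics of DESeq2, the pro-apoptotic list was called higher (adjusted p = 0.0218 by camera's ranked form). Among the anti-apoptotic genes, MCL1, which ADAMTSL4 overlaps on the opposite strand, was the highest, at 1.64, and BCL2 the lowest, and among the pro-apoptotic genes BBC3, with MIR3191 on its opposite strand, was the highest, at 5.11, and BID the lowest, at −1.64.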

The results demonstrated that THZ1 treatment remarkably decreased BCL2 and increased cleaved caspase 3 of B-ALL cells (Figure 2G). Collectively, these data suggested that CDK7 inhibitor THZ1 induced cell apoptosis of B-ALL *in vitro* by activating the mitochondrial apoptotic signal pathway.

**Figure 2:**
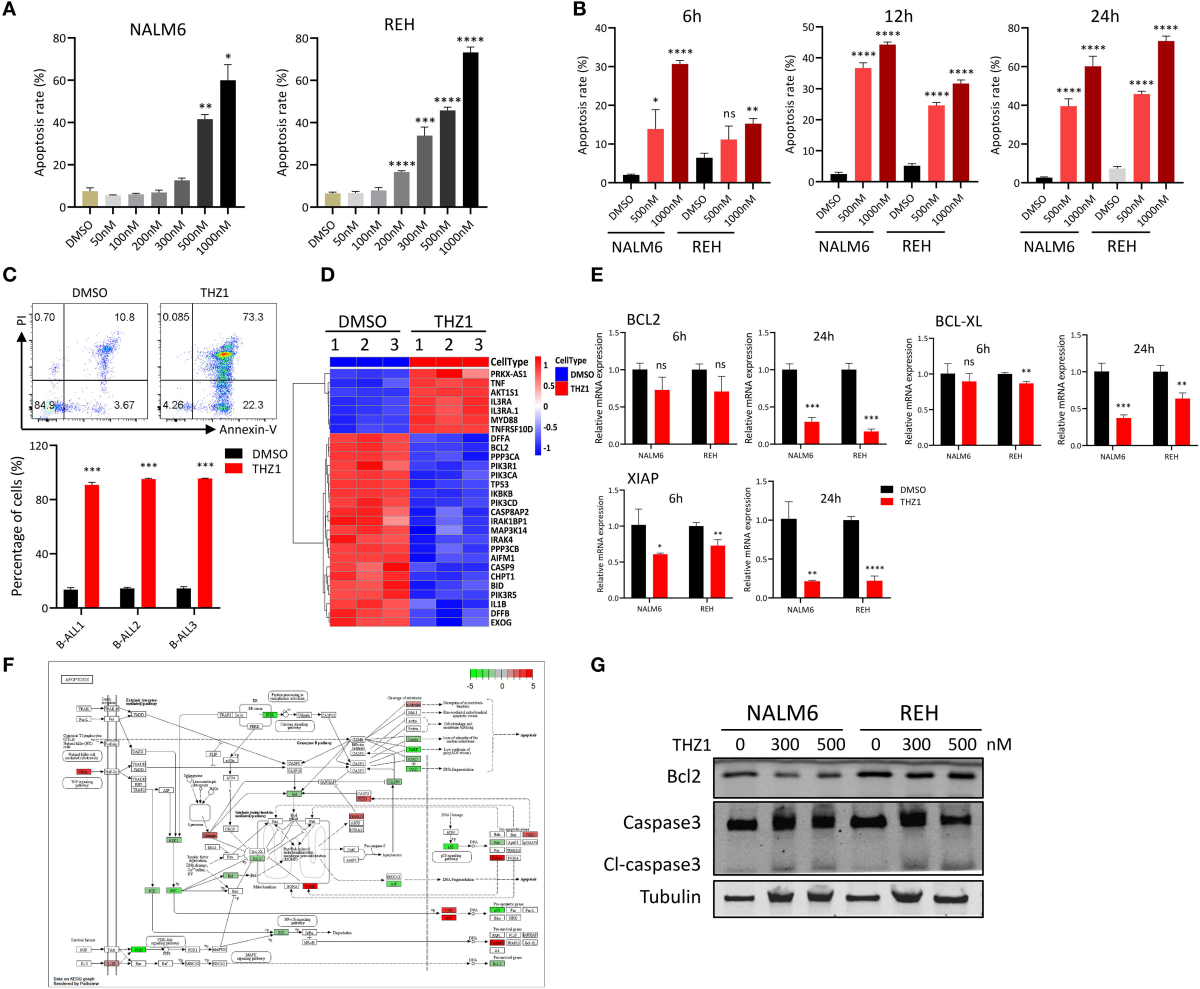
THZ1 induces apoptosis in B-ALL cells. **(A)** Cell apoptosis of NALM6 and REH cells was analyzed by flow cytometry using Annexin V and PI double staining after treatment with different concentrations of THZ1. **(B)** Cell apoptosis of NALM6 and REH cells was analyzed by flow cytometry after treatment with THZ1 for 6, 12, and 24 h. **(C)** Cell apoptosis of primary B-ALL cells was analyzed by flow cytometry using Annexin V and PI double staining after treatment with THZ1 for 24 h. **(D)** Heatmap of cell apoptosis-related genes in THZ1- and DMSO-treated NALM6 cells. **(E)** The mRNA expression of BCL2, BCL-XL, and XIAP was measured by qRT-PCR in THZ1- and DMSO-treated B-ALL cells. **(F)** Pathview analysis of down and upregulated cell apoptosis-related genes in THZ1-treated B-ALL cells. **(G)** Anti-apoptotic BCL2 and apoptotic Caspase 3 proteins of B-ALL cells were detected by Western blot. B-ALL cells were treated with THZ1 for 24 h. Values were shown as mean ± SEM. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, and ^****^p < 0.0001.

### THZ1 Disrupts the Cellular Metabolic Pathways of B-ALL Cells *in vitro*

During tumor progression, tumor cells reprogramed their metabolic state from catabolism to anabolism for uncontrolled cell proliferation (15, 16). Previous study reported that CDK7 inhibition suppresses human non-small-cell lung cancer cells through interference with cancer metabolism (25). However, whether CDK7 inhibitors interfere with the cellular metabolism of B-ALL cells remains unknown. In addressing this question, the RNA-SEQ data of THZ1- and DMSO-treated cells were re-analyzed by correlation analysis and principal component analysis, and the results exhibited that THZ1- and DMSO-treated cell populations were fairly clustered (Figures 3A,B). 

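Pearson correlations were computed on log2 CPM values, with a prior count of 2, over the 16622 genes tested. Genes are not independent replicates, so the correlations describe the libraries and were not tested. The mean over the 6 pairs of libraries with the same treatment was 0.989 ± 0.00273 (SD), from 0.987 to 0.993. The mean over the 9 pairs with different treatments was 0.754 ± 0.00296 (SD), and the highest of these, 0.759, was lower than any correlation within a treatment. The choice of genes moved these values most: with the 500 most variable genes, the mean correlation within groups was 0.940 and the mean correlation between groups was 0.616. The first principal component of the gene-centred values carried 95.3% of the variance and the second 1.40%. On the first component the DMSO-treated libraries lay between −124 and −123, and the THZ1-treated libraries between 122 and 124. On the second component DMSO replicate 2, at 24.6, and DMSO replicate 3, at −26.7, lay farthest apart.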

THZ1 treatment globally changed the transcript profile of B-ALL cells, with 2,614 genes upregulated and 1,892 genes downregulated when compared with those of DMSO-treated cells (Figures 3C,D). 

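At an adjusted p-value below 0.05 and a log2 fold change of at least 1.5 in size, 4088 genes were higher and 2142 lower with THZ1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16622 genes tested). Of these calls, 65.6% were higher, and over the scalings of the counts this share ranged from 56.4% with library sizes alone to 72.5% with upper quartile factors. Among genes with at least 10 counts in every library, 1821 were higher and 1178 lower, and with no filter 6996 were higher. At any fold, 7224 genes were higher and 6826 lower at an adjusted p-value below 0.05. The DMSO- and THZ1-treated libraries did not overlap for 4085 of the 4088 higher and 2140 of the 2142 lower genes, and over all genes tested for 84.7%, where chance gives 10%. In 1152 of the higher genes, all 3 DMSO-treated libraries were at or under the floor of 3 counts. These genes were counted by their fitted fold change, but their counts give only a bound, which can be far smaller. For BMP2K-DT the fitted log2 fold change was 10.74 and the bound 6.44. In 158 of the lower genes, all 3 THZ1-treated libraries were at or under the floor. Protein-coding genes made up 1831 of the higher and 1585 of the lower genes, long non-coding RNA genes 1390 and 337, and processed pseudogenes 275 and 43. The 5 genes with the highest fitted change, among those with a mean of at least 10 CPM and no overlap, all were at or under the floor with DMSO. Measured against the floor, the log2 fold change was at least 9.51 for the microRNA gene MIR3648 (chromosome 21 from 9825832 to 9826011), 8.13 for the pseudogene PLEKHA3P1 (chromosome 19 from 42027403 to 42028349), 7.28 for the ion channel gene TRPM5 (chromosome 11 from 2425745 to 2465744), 6.85 for the non-coding gene ENSG00000246130 (chromosome 8 from 22925742 to 22941132) and 6.44 for the non-coding gene BMP2K-DT (chromosome 4 from 79694808 to 79697127). Under the same limits of a mean of at least 10 CPM and no overlap, TCAF1 (chromosome 7 from 143548468 to 143599291) had the lowest log2 fold change, −4.92 (standard error 0.23). It fell from 22.0 ± 1.23 CPM to 0.714 ± 0.188 CPM (SD, n = 3 each). MRPS6 (chromosome 21 from 35445524 to 35515334) followed with −4.77 and BRI3BP (chromosome 12 from 125478191 to 125515777) with −4.43, and their adjusted p-values, 1.3e-18 for TCAF1, 5.1e-18 for MRPS6 and 9.9e-24 for BRI3BP, came from the edgeR test. SLC5A3 overlaps MRPS6 on the same strand, and TNFRSF10B overlaps ENSG00000246130 and ENSG00000230483 overlaps TRPM5 on the opposite strand. The identifiers ENSG00000268313 and ENSG00000241481, which have no entry in the annotation used, had log2 fold changes of −4.52 and −4.51. Within the authors' deposited table, 14420 genes were also tested here, and the log2 fold changes of the 2 tables had a correlation of 0.911 across these genes, which are not independent. Of the authors' calls among them, all 2220 higher and 1601 of 1811 lower genes were called in the same direction here.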

We then performed Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis to enrich the pathways of upregulated and downregulated genes. THZ1 treatment significantly disturbed the mRNA expression of the metabolic pathways, DNA replication, p53 signaling pathway, and cell cycle (Figure 3E), where the top 20 downregulated genes were clustered such as the metabolic pathways, purine metabolism, DNA replication, and carbon metabolism (Figure 3E). Furthermore, the downregulated metabolic pathways were subdivided into pentose phosphate pathway (PPP), pyrimidine and purine metabolism, and TCA cycle (Figures 3F–H). 

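KEGG's own gene lists were not used here. Camera was run on 21 lists written from general knowledge, and it called 4 of them higher and 11 lower at an adjusted p-value below 0.05. With the correlation between genes estimated for each list, camera called 3 higher and 5 lower, all 8 among those 15. The rotation test fry, which does not set a list against other genes, called 7 higher and 13 lower, the 15 included. The lists still called with an estimated correlation were DNA replication, G1/S genes, purine synthesis and salvage, alanine, aspartate and glutamate metabolism, and cysteine and methionine metabolism among the lower ones. The p53 targets, immediate early genes and histone genes were those still called among the higher ones. With the estimated correlation, the adjusted p-value by camera was 0.0441 for the histone genes and 0.0493 for each of the others. All of these lay just below the threshold of 0.05. For DNA replication, 30 of 33 genes were lower and 3 higher, and the median log2 fold change was −1.13 (camera, adjusted p = 4.3e-06). Its lowest gene was POLA2 on chromosome 11 from 65029384 to 65073430, at −2.69 (standard error 0.10, adjusted p = 1.0e-21 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its highest, POLD4, at 2.32, had only 1.39 ± 0.307 CPM with DMSO and overlaps ENSG00000256514 on the same strand and RAD9A on the opposite one. Of 28 p53 targets tested, 24 were higher and 1 lower, with a median of 1.84 (camera, adjusted p = 1.7e-05). BBC3, on chromosome 19 from 47724079 to 47736023, rose most among them, from 4.04 ± 0.335 CPM to 139.6 ± 2.99 CPM (SD, n = 3 each), while MDM2, on chromosome 12 from 69201957 to 69239324 and overlapped by ENSG00000256325 on the same strand, had a log2 fold change of −0.40 (adjusted p = 7.3e-06 by the edgeR test). The 28 MYC targets in ribosome biogenesis and growth had a median of −0.82 (camera, adjusted p = 0.00107), and the highest of them, PPAN at 2.01, shares its strand with the PPAN-P2RY11 gene. The immediate early genes had a median of 4.35 (camera, adjusted p = 1.2e-06), with FOS highest at 7.76 and DUSP1 lowest at −0.20. The log2 fold change of DUSP1 was −0.01 with upper quartile factors, where its adjusted p-value by edgeR was 0.945, the upper end of a range from 4.3e-06 over the alternatives. The 32 replication-dependent histone genes tested had a median of 5.05, or 4.48 with 11 genes at the floor with DMSO set to their lower bound (camera, adjusted p = 7.0e-09). H4C10P, a pseudogene at the floor with DMSO, was fitted highest, with a log2 fold change of at least 3.63 against the floor, and H2AC20 lowest, at 0.27, which was not called (adjusted p = 0.433 by edgeR). All 13 mitochondrially encoded genes were higher, with a median of 1.70 (camera, adjusted p = 5.6e-05). They ranged from 1.31 for MT-ND6 to 2.45 for MT-ND4L, which overlaps MT-ND4 on the same strand. In the deposited log2 FPKM values, which hold 9 of these 13 genes, the list was not called (camera, adjusted p = 0.123), and the log2 fold change of MT-ND6 was −0.14. The 79 cytoplasmic ribosomal protein genes tested were not called (camera, adjusted p = 0.697). Their median of −0.07 became 0.13 with upper quartile factors, and in the deposited log2 FPKM values they were called lower (median −0.36, camera, adjusted p = 0.0408). RPS10 at 2.12, which overlaps RPS10-NUDT3 on the same strand, and RPL39L at −1.78 were its extremes.

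**Figure D2:**
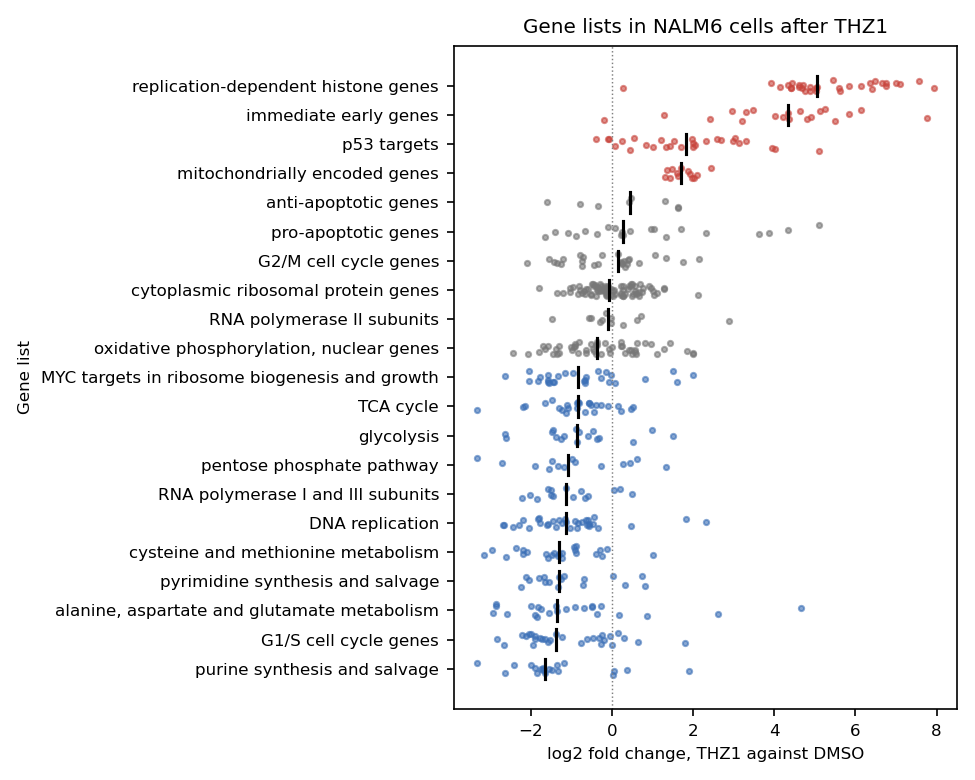
Log2 fold changes (THZ1 against DMSO) of the genes in 21 lists in NALM6 cells, with each point a gene, a black bar for the median, red for the 4 lists called higher by camera, blue for the 11 called lower and grey for those not called. The medians run from −1.63 for purine synthesis and salvage to 5.05 for the histone genes, and those of the G2/M, RNA polymerase II and ribosomal protein lists change sign between scalings.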

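The pentose phosphate pathway list had 10 of 14 genes lower and 4 higher, with a median log2 fold change of −1.08 (camera, adjusted p = 0.0346). It was not called among genes with at least 10 counts in every library (camera, adjusted p = 0.141). PRPS2, on chromosome X from 12809474 to 12842341, had its lowest log2 fold change, −3.33 (standard error 0.26, adjusted p = 4.1e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and fell from 10.5 ± 1.03 CPM to 1.03 ± 0.217 CPM (SD, n = 3 each). RBKS, on chromosome 2 from 28004246 to 28113548 and overlapped by BABAM2 on the opposite strand, had its highest, 1.34 (adjusted p = 9.7e-07 by the same test). In the deposited log2 FPKM values the log2 fold change of RBKS was 0.52, no longer called by limma (adjusted p = 0.0602, the range over the alternatives being 1.0e-09 to 0.0670). In the purine list 15 of 19 genes were lower and 2 higher, and the median was −1.63 (camera, adjusted p = 0.000242). In the pyrimidine list 13 of 17 genes were lower and 3 higher, and the median was −1.31 (camera, adjusted p = 0.00189). Of 26 TCA cycle genes tested, 21 were lower and 3 higher, and the median was −0.83 (camera, adjusted p = 0.000268). IDH3B, on chromosome 20 from 2639041 to 2644865, was the highest TCA cycle gene, with 107 ± 9.88 CPM with DMSO and 154 ± 4.99 CPM with THZ1 and a log2 fold change of 0.53 (adjusted p = 1.3e-07 by the edgeR test).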

Our data indicated that THZ1 perturbed the cellular metabolic pathways of B-ALL cells *in vitro*.

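Among amino acid lists, alanine, aspartate and glutamate metabolism had 19 of 23 genes lower and 3 higher, with a median log2 fold change of −1.35 (camera, adjusted p = 0.00107). NIT2 on chromosome 3 from 100053583 to 100080479 was its lowest gene, at −2.92, and GPT on chromosome 8 from 145728356 to 145732557 its highest, at 4.67 from 0.830 ± 0.218 CPM with DMSO (SD, n = 3). Cysteine and methionine metabolism had 21 of 24 genes lower and 1 higher, with a median of −1.31 (camera, adjusted p = 1.1e-05). CCBL2 on chromosome 1 from 89401456 to 89458636, which overlaps RBMXL1 on the same strand, was lowest at −3.14, and TST on chromosome 22 from 37406900 to 37416224, which MPST overlaps on the opposite strand, highest at 1.01. The 51 nuclear genes of oxidative phosphorylation had a median of −0.36, with 28 lower and 18 higher, and were not called (camera, adjusted p = 0.0811). They were called lower with library sizes alone, with no filter, without DMSO replicate 1, without DMSO replicate 2 and in the deposited values as log2(FPKM + 1) and as log2(FPKM + 0.1), but not there among genes with a mean FPKM of at least 1. With the preset correlation, the adjusted p-value ranged from 0.00377 to 0.360 by limma's camera over the alternatives for scaling, test, filter, block, libraries and deposited values. With the correlation estimated for the list it was 0.765 by camera, not called, whereas fry called the list lower (adjusted p = 0.0128 by fry). Without DMSO replicate 1 and without DMSO replicate 2 the adjusted p-values were 0.0460 and 0.0268 by camera. NDUFB5 at −2.44 was the lowest of them and NDUFV2 at 2.01 the highest, and ENSG00000265257 overlaps NDUFV2 on the same strand. From its KEGG analysis of upregulated and downregulated genes, metabolic and other pathways included, the paper reads a perturbation of cellular metabolic pathways by the drug.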

**Figure 3:**
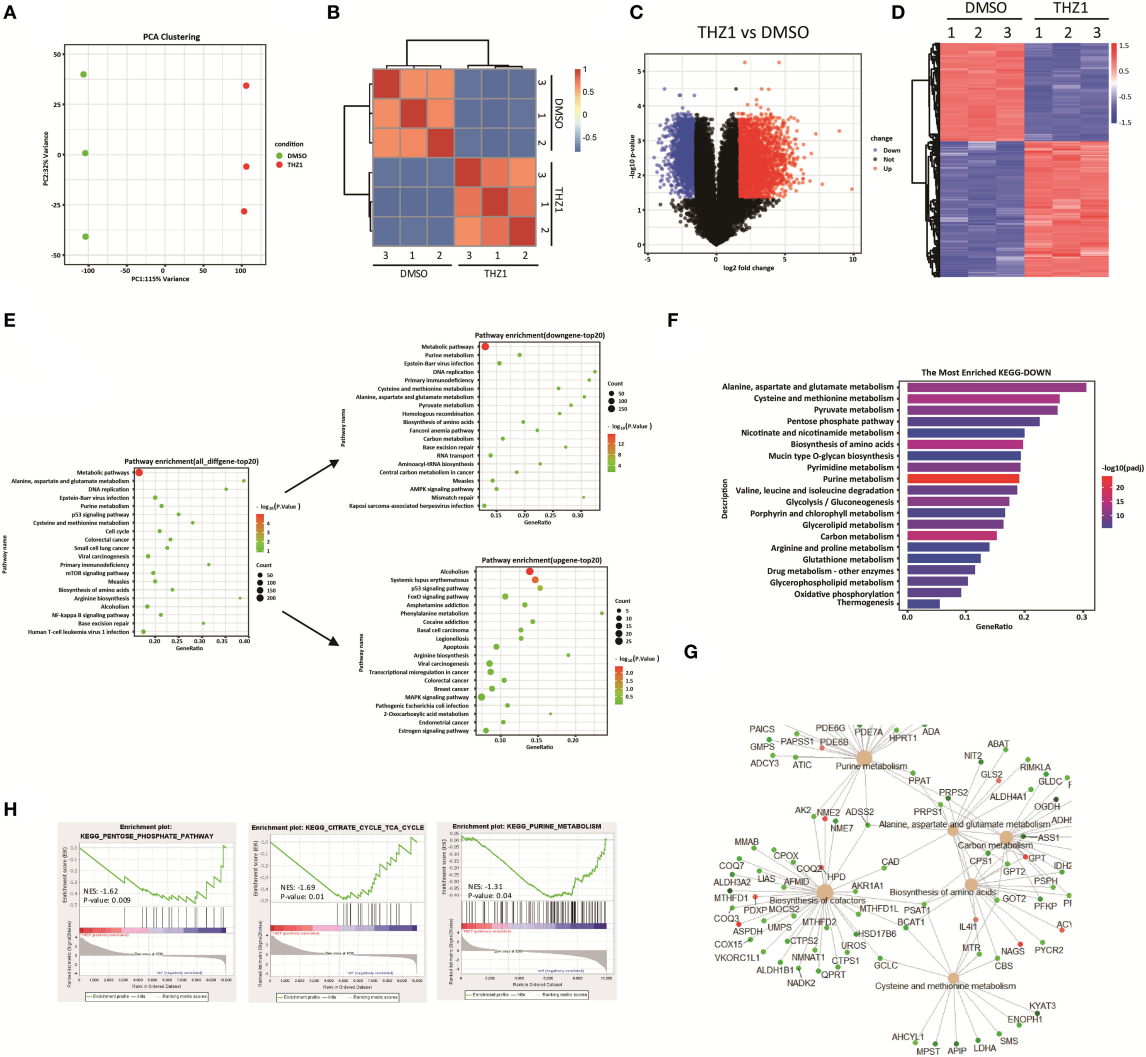
THZ1 perturbs the cellular metabolic pathways of B-ALL cells. **(A,B)** Principal component analysis and correlation analysis of the RNA-SEQ data in THZ1- and DMSO-treated NALM6 cells. **(C,D)** Volcano plot and heatmap of differentially expressed genes by a log2-fold change ≥ 1.5 or ≤ −1.5 (*p* < 0.05) in THZ1- and DMSO-treated NALM6 cells. **(E)** Pathway analysis of upregulated and downregulated genes (*p* < 0.05) in THZ1- and DMSO-treated NALM6 cells. **(F)** KEGG pathway analysis of downregulated metabolic genes (*p* < 0.05) in THZ1- and DMSO-treated NALM6 cells. **(G)** KEGG pathway analysis of downregulated metabolic genes (*p* < 0.05) in THZ1- and DMSO-treated NALM6 cells. **(H)** Gene set enrichment analysis of the genes related to glucose, amino acid, and nucleotide metabolism. B-ALL cells were treated with THZ1 for 24 h.

### THZ1 Suppresses the Cellular Metabolism of B-ALL Cells

A recent study identified that CDK7 is a key regulator of glucose consumption, and CDK7 inhibitors block glucose consumption in lung cancer cells (26). The glucose uptake of B-ALL cells was detected by incubating fluorescence-labeled 2-deoxy-glucose analog (2-DG) to prove that THZ1 treatment had an inhibitory effect on the cellular metabolism of B-ALL cells. However, THZ1 treatment did not significantly decreased the glucose uptake activities in B-ALL cells (Figure 4A). Nevertheless, the results of metabolic analysis showed that THZ1 treatment markedly reduced the mitochondrial membrane potential (MMP), mitochondrial mass (MM), total reactive oxygen species, and ATP content in B-ALL cells (Figures 4B–F). Notably, the mitochondrial reactive oxygen species (Mito-ROS) was increased in THZ1-treated cells (Figure 4G), implying that Mito-ROS activated the mitochondrial apoptotic pathway. SoNar probe, a metabolic sensor, was used to dynamically monitor the metabolic change, and the SoNar-high cells preferred glycolysis (28, 29). The results of flow cytometry revealed that THZ1 treatment dramatically reduced the ratios of SoNar-high cells (Figures 4H,I). Therefore, THZ1 suppressed the cellular metabolism of B-ALL cells by restraining the downstream of glucose uptake.

**Figure 4:**
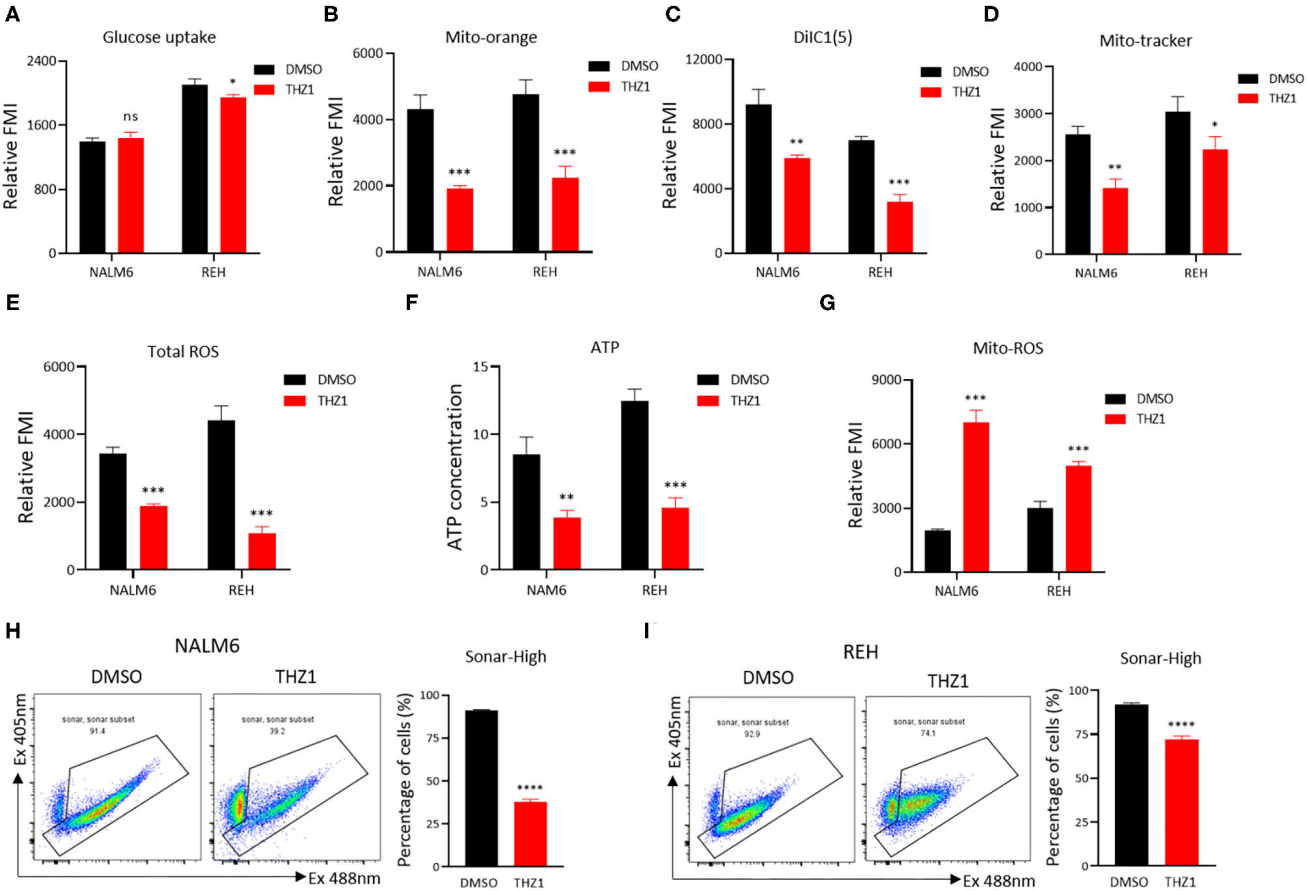
THZ1 suppresses the cellular metabolism of B-ALL cells. **(A)** The glucose uptake of NALM6 and REH cells was detected by flow cytometry. **(B–E)** The mitochondrial membrane potential (MMP), mitochondrial mass (MM), and total ROS of B-ALL cells were detected by flow cytometry. **(F)** The quantification of intracellular ATP in B-ALL cells was assessed using the ATP determination kit. **(G)** The mitochondrial ROS (Mito-ROS) of B-ALL cells were detected by flow cytometry. **(H,I)** SoNar-low or -high B-ALL cells were measured by flow cytometry with 405 and 488 nm excitation. B-ALL cells were treated with THZ1 for 24 h. Values were shown as mean ± SEM. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, and ^****^p < 0.0001.

### THZ1 Restrains the Production of Cellular Glycolytic and Nucleotide Intermediates in B-ALL Cells

The intermediates of total energy metabolism in THZ1-treated B-ALL cells were measured by LC–MS/MS to further confirm that CDK7 inhibitor THZ1 blocked the cellular metabolism of B-ALL cells *in vitro*. Correlation analysis and principal component analysis revealed that the three THZ1- and DMSO-treated cell populations were legitimately clustered (Figures 5A,B). THZ1 treatment considerably altered the metabolic intermediate profile of B-ALL cells, leading to an increase of 27 metabolites and a decreased of 50 metabolites in NALM6 and an increase of 40 metabolites and a decrease of 46 metabolites in REH (Figures 5C–F). The rising and falling of metabolic intermediates enriched purine and pyrimidine metabolism; glycolytic and TCA cycle metabolism (Figures 5G,H), which is consistent with the results of RNA-SEQ. In addition, THZ1 treatment significantly led to the drop of the metabolic intermediate levels of purine and pyrimidine metabolism, such as guanosine monophosphate and cytidine triphosphate; and TCA cycle, such as fumaric acid and citric acid (Figures 5I,J, Supplementary Table 2). Thus, THZ1 restrained the cellular metabolic intermediates of B-ALL cells *in vitro*.

**Figure 5:**
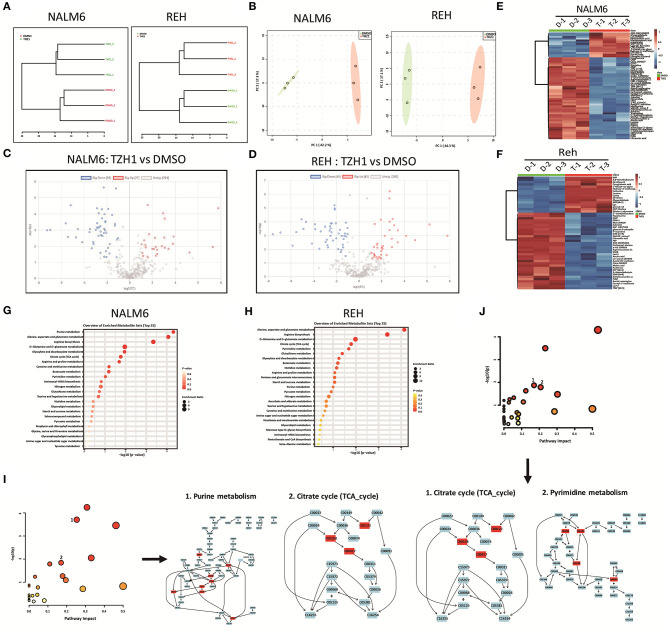
THZ1 blocks the production of metabolic intermediates in B-ALL cells. **(A,B)** Correlation analysis and principal component analysis of the metabonomic data in THZ1- and DMSO-treated NALM6 and REH cells. **(C,D)** Volcano plot of differentially metabolic intermediates by a log2-fold change ≥ 1.0 or ≤ −1.0 (*p* < 0.05) in THZ1- and DMSO-treated NALM6 and REH cells. **(E,F)** Heatmap of differentially metabolic intermediates by a log2-fold change ≥ 1.0 or ≤ −1.0 (*p* < 0.05) in THZ1- and DMSO-treated NALM6 and REH cells. **(G,H)** Pathway analysis of upregulated and downregulated metabolic intermediates (*p* < 0.05) in THZ1- and DMSO-treated NALM6 and REH cells. **(I,J)** Pathway analysis of downregulated metabolic intermediates (*p* < 0.05) in THZ1- and DMSO-treated NALM6 and REH cells. B-ALL cells were treated with THZ1 for 24 h.

### THZ1 Inhibits Cell Metabolism of B-ALL by Downregulating the Expression of c-MYC-Mediated Metabolic Enzymes

Selectively targeting CDK7 has been proven as a useful therapy for cancers that are driven by MYC amplification (20, 22). THZ1 treatment significantly inhibits the growth of tumors with concurrent abrogation of MYC expression (21, 22). Studies have shown that MYC facilitates the anabolism of cancer cells by modulating the expression of multiple metabolic enzyme genes, such as GLUT1, PKM2, and LDHA (30, 31). In verifying whether THZ1 induces cell apoptosis by repressing the expression of c-MYC-mediated metabolic genes, the mRNA and protein expression of c-MYC was measured in THZ1-treated B-ALL cells. THZ1 treatment significantly suppressed the expression of c-MYC (Figures 6A,B). We first detected the expression of GLUT1, a main glucose transporter, and found that THZ1 treatment did not significantly downregulated the expression of GLUT1 (Figure 6C), which was consistent with the result that THZ1 did not affect the glucose uptake activities (Figure 4A). Nevertheless, the results of RNA-SEQ data showed that THZ1 treatment markedly downregulated the expression of rate-limiting enzymes of glycolytic metabolism, such as PFKP, PDHA, and LDHA, and TCA cycle metabolism, such as FH and IDH2 (Figure 6D). Moreover, THZ1 treatment significantly decreased the expression of rate-limiting enzymes of purine and pyrimidine metabolism (Figure 6E). In addition, the protein expression levels of the rate-limiting enzymes in the glycolytic pathway were detected by Western blot. 

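SLC2A1, which encodes GLUT1, lies on chromosome 1 from 43391024 to 43424564. It had 49.6 ± 4.05 CPM with DMSO and 50.1 ± 1.40 CPM with THZ1 (SD, n = 3 libraries each), and the 2 groups overlapped. The log2 fold change of SLC2A1 was 0.02 (standard error 0.09, adjusted p = 0.873 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), smaller than the spread between replicates. Its sign changed between settings: it was 0.21 with upper quartile factors (adjusted p = 0.0314 by edgeR) and −0.23 with library sizes alone (adjusted p = 0.0184 by edgeR). Over all alternatives the adjusted p-value ranged from 0.0184 to 0.984. With DMSO replicate 2 left out it was −0.07, and with THZ1 replicate 3 left out 0.02. On the log2(FPKM + 1) scale that the authors deposited, it was 5.01 ± 0.11 with DMSO and 4.93 ± 0.04 with THZ1 (SD, n = 3). The authors' deposited table gives it a log2 fold change of −0.08 and an FDR of 0.368.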

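PFKP, on chromosome 10 from 3108525 to 3179910, fell from 174 ± 5.52 CPM with DMSO to 28.8 ± 4.22 CPM with THZ1 (SD, n = 3 libraries each), a log2 fold change of −2.60 (standard error 0.09). LDHA, on chromosome 11 from 18416107 to 18429972, fell from 655 ± 31.6 CPM to 106 ± 1.23 CPM, a log2 fold change of −2.63 (standard error 0.07). PDHA1, which encodes a subunit of pyruvate dehydrogenase, lies on chromosome X from 19362011 to 19379836 and fell from 130.0 ± 14.0 CPM to 46.9 ± 2.25 CPM, a log2 fold change of −1.47 (standard error 0.09). The adjusted p-values of PFKP, LDHA and PDHA1 were 3.8e-22, 7.4e-25 and 2.6e-16 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the TCA cycle genes, FH on chromosome 1 from 241660811 to 241683099 fell from 101 ± 4.59 CPM to 32.3 ± 3.05 CPM, and IDH2 on chromosome 15 from 90626277 to 90645709 fell from 318 ± 19.4 CPM to 69.9 ± 1.60 CPM. Their log2 fold changes were −1.64 and −2.19, with adjusted p-values of 3.1e-17 and 2.1e-22 by the same edgeR test. For each of these 5 genes, all 3 THZ1-treated libraries were lower than all 3 DMSO-treated libraries. The annotation places ENSG00000256006 over LDHA on the same strand and MAP3K15 over PDHA1 on the opposite strand. All 11 glycolysis genes and all 5 TCA cycle genes drawn as lower in the heatmap of Fig. 6D were lower at an adjusted p-value below 0.05, and 9 and 4 of them fell by at least 1.5 on the log2 scale. PDHA1 and PDHB are in both groups. Adjusted over the list alone the counts were the same, which is not independent evidence because the study chose these genes on the same libraries. OGDH, on chromosome 7 from 44646171 to 44748665, had the lowest log2 fold change of that heatmap, −3.31 (standard error 0.11, adjusted p = 5.6e-23 by edgeR). TPI1P2, the gene drawn as higher, is annotated as a transcribed processed pseudogene on chromosome 7 from 128695277 to 128697293. It rose from 0.389 ± 0.297 CPM to 16.7 ± 1.06 CPM, a log2 fold change of 5.39, and its reads could be shared with the parent gene TPI1.

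**Figure D3:**
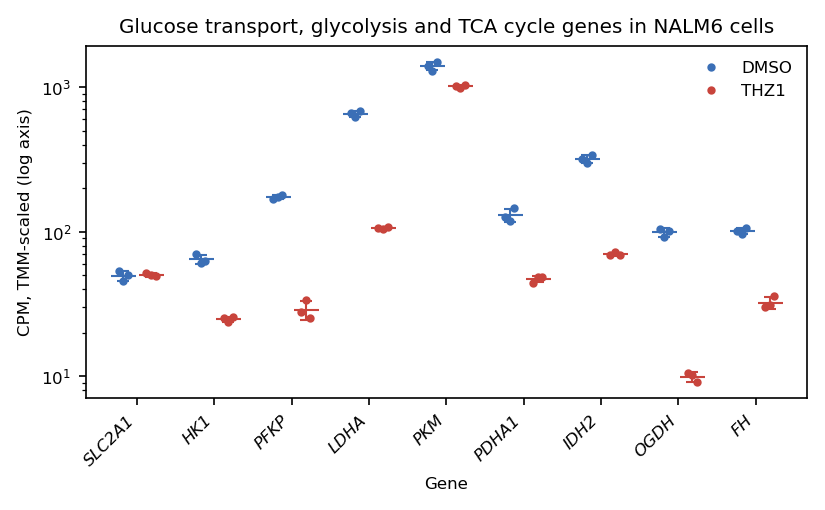
CPM after TMM scaling (log axis) of genes of glucose transport, glycolysis and the TCA cycle in NALM6 cells, with each point a library, blue for DMSO and red for THZ1, and lines for the mean ± SD of 3 libraries. The LDHA points lie at 621 to 683 CPM with DMSO and at 105 to 107 CPM with THZ1, and those of SLC2A1 overlap.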

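All 31 purine genes and all 21 pyrimidine genes drawn as lower in Fig. 6E were lower with THZ1 at an adjusted p-value below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and adjusted over the list alone the counts were the same. The study picked these genes on the same libraries, so this is not independent evidence. The median log2 fold change was −1.75 for the purine genes, from −3.33 for PRPS2 to −1.47 for PAICS. For the pyrimidine genes it was −1.70, from −2.85 for NME7 to −1.26 for TXNRD2. The DMSO- and THZ1-treated libraries did not overlap in all 31 and all 21 genes, where chance gives 10%. A log2 fold change of −1.5 or below was reached by 27 of the 31 purine and 18 of the 21 pyrimidine genes. Most of the pyrimidine genes, such as RRM2, NME7 and POLA2, are also among the purine genes. The counts and medians of the 2 pathways are therefore not separate results. Both lists include polymerase subunits such as POLA2 and POLR3G. The 5 genes of each pathway drawn as higher were higher, and NME2, POLE3 and POLR2A are in both. PDE6G, on chromosome 17 from 79617489 to 79630142, had the highest log2 fold change of the figure, 5.74 (standard error 0.27, adjusted p = 8.0e-19 by the edgeR test), and rose from 0.332 ± 0.163 CPM to 18.5 ± 0.416 CPM (SD, n = 3 each).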

We found that THZ1 treatment markedly downregulated the protein expression levels of rate-limiting enzymes, such as HK1, LDHA, and PFKP (Figure 6F). Collectively, these data suggested that THZ1 disturbed the cellular metabolism of B-ALL cells by inhibiting the expression of metabolic enzymes.

**Figure 6:**
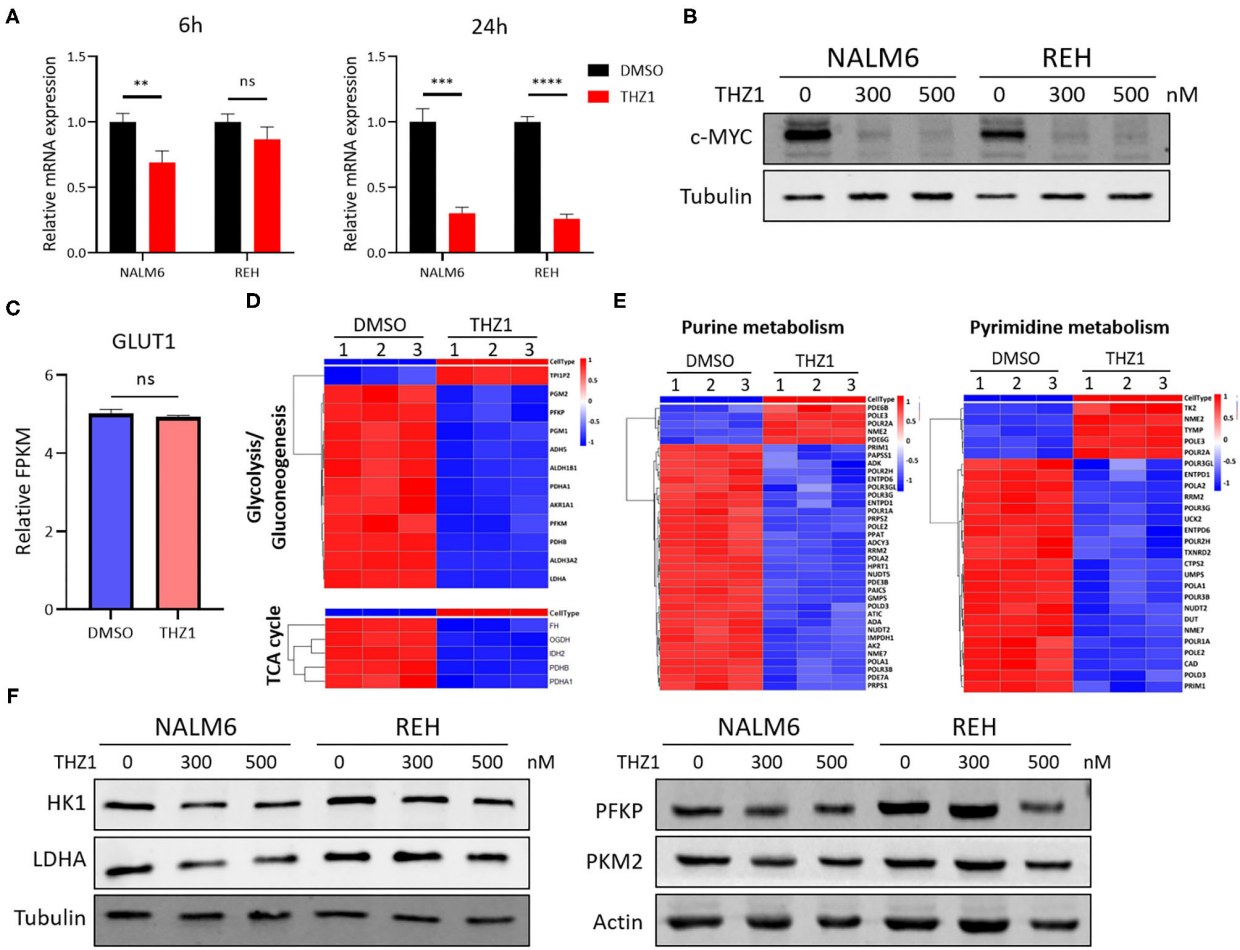
THZ1 disturbs the cellular metabolism of B-ALL cells by downregulating c-MYC-mediated metabolic enzymes. **(A)** Relative mRNA expression of c-MYC was measured by qRT-PCR in THZ1- and DMSO-treated NALM6 and REH cells. **(B)** Protein expression of c-MYC was determined by Western blot in THZ1- and DMSO-treated NALM6 and REH cells. **(C)** Relative mRNA expression of GLUT1 was measured by RNA-SEQ in THZ1- and DMSO-treated NALM6 cells. **(D,E)** Heatmap of glucose, amino acid, and nucleotide metabolism-related genes was analyzed by RNA-SEQ in THZ1- and DMSO-treated NALM6 cells. **(F)** Protein expression levels of glucose and nucleotide metabolism-related genes, such as HK1, LDHA, and PFKP, were detected by Western blot in THZ1- and DMSO-treated NALM6 and REH cells. B-ALL cells were treated with THZ1 for 24 h. Values were shown as mean ± SEM. ^**^p < 0.01, ^***^p < 0.001, and ^****^p < 0.0001.

### THZ1 Enhances the Cell Apoptosis of c-MYC-Overexpressing B-ALL Cells

The c-MYC was over-expressed on REH cells by lentivirus infection and Western blot to verify whether the THZ1-induced reduction of cellular metabolism in B-ALL cells was regulated by c-MYC, and the result confirmed that the mRNA and protein levels of c-MYC were upregulated in REH cells (Figures 7A,B). Then, the c-MYC over-expressing REH cells were treated with THZ1. Unexpectedly, the ratios of cell apoptosis were evidently increased in c-MYC over-expressing REH cells after intervention with THZ1 (Figure 7C). Meanwhile, the levels of glucose uptake and MM were partially increased in c-MYC-overexpressing REH cells after treatment with THZ1 (Figures 7D,E). The MMP was evidently reduced in c-MYC-overexpressing REH cells after treatment with THZ1 (Figures 7F,G). THZ1 treatment did not affect the level of total ROS (Figure 7H), but this treatment boosted more Mito-ROS production in overexpressed c-MYC REH cells (Figure 7I), indicating that THZ1 resulted in the activation of the Mito-ROS mitochondrial apoptotic pathway. Recently, two studies have shown that CDK7 inhibitors augmented anti-tumor activity through activating the p53 transcriptional program in tumor cells (32, 33). We examined the mRNA expression of p53 gene by qRT-PCR to test whether over-expressing c-MYC in REH cells resulted in the upregulation of p53. Our data demonstrated that the mRNA expression of p53 was robustly increased in overexpressed c-MYC REH cells (Figure 7J). These findings implied that CDK7 inhibitor enhanced the cell apoptosis of c-MYC-overexpressing B-ALL cells by partly increasing the p53 expression because of c-MYC over-expression.

**Figure 7:**
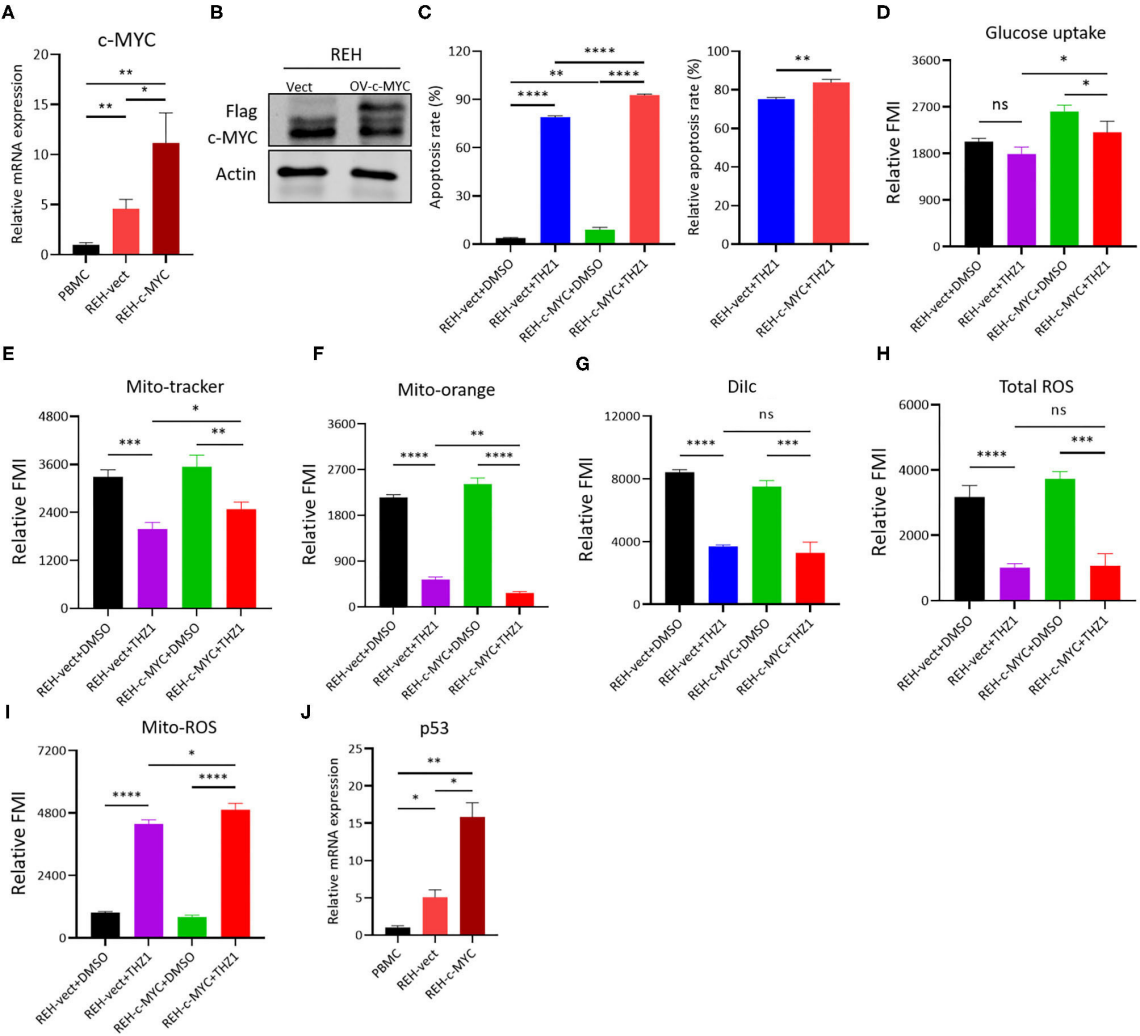
THZ1 enhances cell apoptosis in c-MYC-overexpressed B-ALL cells. **(A,B)** Overexpressed mRNA and protein levels of c-MYC in REH cells was detected by qRT-PCR and Western blot, respectively. **(C)** Annexin V- and PI-labeled cell apoptosis of c-MYC-overexpressed REH cells were analyzed by flow cytometry. **(D)** Glucose uptake of vector and c-MYC-overexpressed REH cells was analyzed by flow cytometry. **(E–H)** Mitochondrial membrane potential (MMP), mitochondrial mass (MM), and total ROS of vector and c-MYC-overexpressed REH cells were analyzed by flow cytometry. **(I)** The mitochondrial ROS (Mito-ROS) of vector and c-MYC-overexpressed REH cells were analyzed by flow cytometry. **(J)** The mRNA expression of p53 in vector and c-MYC-overexpressed REH cells were determined by qRT-PCR. B-ALL cells were treated with THZ1 for 24 h. Values were shown as mean ± SEM. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, and ^****^p < 0.0001.

## Discussion

In the present study, we showed that THZ1 arrested the cell cycle of B-ALL cells *in vitro* in a low concentration, while inducing the apoptosis of B-ALL cells *in vitro* in a high concentration by activating the apoptotic pathways. In addition, RNA-SEQ results revealed that THZ1 disrupted the cellular metabolic pathways of B-ALL cells. Moreover, THZ1 suppressed the cellular metabolism and blocked the production of cellular metabolic intermediates in B-ALL cells. Mechanistically, THZ1 inhibited the cellular metabolism of B-ALL by downregulating the expression of c-MYC-mediated metabolic enzymes, such as HK1, PFKP, PKM2, and LDHA.

Transcription addiction contributes to the uncontrolled cell proliferation of tumors. Therefore, therapeutically targeting of transcription factors is an attractive target for tumor therapy (34). CDK7 is a transcription addiction factor that is upregulated in various types of tumor and correlated with prognosis of patients (5). In the present study, we first determined that CDK7 was upregulated in B-ALL cell lines, indicating that CDK7 might be a transcription factor for B-ALL cell proliferation. THZ1, a covalent CDK7 inhibitor, treats tumor types that are dependent on transcription addiction (7, 35). Therefore, we evaluated the therapeutic potential of THZ1 as a candidate drug for the treatment of B-ALL. Our results showed that THZ1 arrested B-ALL cells in the G2/M phase of cell cycle in a low concentration, with the downregulation of cyclins and CDKs. Moreover, THZ1 induced the apoptosis of B-ALL cells in a high concentration. We also performed apoptosis assay to test the effect of THZ1 on normal human peripheral blood mononuclear cells (PBMCs). Admittedly, we found that high concentration of THZ1, to a large extent, induced apoptosis of PBMCs (data not shown), indicating that THZ1 may lead to severe side effects, such as myelosuppression. The possible reason is that the cellular uptake and absorption rate of THZ1 might be low in leukemic cells. We further discovered that THZ1 treatment remarkably decreased anti-apoptotic protein BCL2 and increased cleaved caspase 3 in B-ALL cells, suggesting that the therapeutic effect of CDK7 inhibitor was dependent on triggering programmed cell death. Our findings are consistent with the results that are reported in solid tumors (8, 9, 11, 13, 14). We also confirmed that the inhibitory effect of THZ1 on B-ALL cells was associated with the reduction of CTD phosphorylation of RNA Pol II at Ser-2, Ser-5, and Ser-7. These data were consistent with the results of previous studies, which showed that CDK7 was closely involved in cell cycle and transcription (36).

Tumor cells reprogrammed their metabolism from catabolism to anabolism to support rapid cell proliferation. The cellular metabolism of cancer cells is characterized by enhanced glycolysis, accompanied with increased rates of lactate and ATP production, nucleotide synthesis, and biosynthesis of lipids and other macromolecules (15, 17). Recently, studies have found that B-ALL cells heavily rely on the ATP supply and pyruvate and TCA cycle metabolites derived from glycolysis by repressing rate-limiting PPP enzymes (37–39). CDKs promote the cell cycle progression of tumor cells by regulating the catalytic activity of metabolic rate-limiting enzymes (18, 40). However, the effect of CDK7 inhibitors on the cellular metabolism of leukemia is unclear. In accordance with previous studies indicating that CDK7 inhibitors induce cell cycle arrest and apoptosis of tumor cells via blocking the glucose consumption or interfering with cancer metabolism (25, 26). 

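In NALM6 cells, the list of 17 glycolysis genes had a median log2 fold change of −0.85 after THZ1, with 14 genes lower and 3 higher, and was called lower against all other genes (camera, adjusted p = 0.00480). With the correlation between its genes estimated from the data, it was not called (camera, adjusted p = 0.326). LDHA was the lowest gene of the list. ALDOC, on chromosome 17 from 26900133 to 26903966, was the highest, with 42.8 ± 0.765 CPM with DMSO and 121 ± 7.39 CPM with THZ1 (SD, n = 3 libraries each) and a log2 fold change of 1.50 (standard error 0.08, adjusted p = 2.3e-17 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RSKR overlaps ALDOC on the same strand. In the pyrimidine list, CTPS2 on chromosome X from 16606122 to 16731059 had the lowest log2 fold change, −2.23 (standard error 0.20, adjusted p = 6.4e-12 by the edgeR test). NME1 on chromosome 17 from 49230920 to 49239789 had the highest, 0.81 (adjusted p = 1.2e-06 by the edgeR test), but overlaps the NME1-NME2 gene on the same strand, so that its reads could be split between them. In the purine list, ADSSL1 on chromosome 14 from 105190511 to 105213662 had the highest log2 fold change, 1.91, from 1.88 ± 0.0992 CPM with DMSO to 7.09 ± 0.574 CPM with THZ1.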

Our RNA-SEQ data also showed that THZ1 disrupted the cellular metabolic pathways of B-ALL cells, particularly the glycolysis and nucleotide synthesis pathway. Thus, we proposed that CDK7 inhibitors resulted in the apoptosis of B-ALL cells by perturbing the cellular metabolism. We also discovered that THZ1 could significantly restrain the glycolysis of B-ALL cells by inhibiting glucose absorption and metabolic process, thereby reducing the metabolic intermediates, such as lactate and ATP, which were the main materials and energy sources for cell synthesis (41, 42). 

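HK1, which encodes hexokinase 1, lies on chromosome 10 from 71029740 to 71161640, where AC016821.1 and RPS15AP28 overlap it on the opposite strand. It fell from 64.5 ± 4.80 CPM with DMSO to 24.8 ± 1.00 CPM with THZ1 (SD, n = 3 libraries each). Its log2 fold change was −1.38 (standard error 0.10, adjusted p = 1.9e-14 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 THZ1-treated libraries were lower than all 3 DMSO-treated libraries, and with each library left out in turn the log2 fold change stayed between −1.44 and −1.33.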

Based on the results of RNA-SEQ, THZ1 downregulated the expression of many key enzymes of the cellular metabolism, such as HK1, PFKP, and LDHA. These results provide additional evidence that cell cycle progression is inextricably bound up with cellular metabolism, supporting the conclusion that CDK6 and CDK8 play a role in regulating glucose consumption and glycolysis (18, 19).

More recently, several studies have reported that THZ1 suppresses cell growth and induces cell apoptosis of tumors by downregulating the c-MYC expression (13, 20, 43). A new study has revealed that THZ1 enhances anti-PD-1 therapy efficacy via the c-MYC-mediated signaling pathway in non-small cell lung cancer (44). Consistent with these findings, we uncovered that THZ1 considerably diminished the mRNA levels and protein expression of c-MYC in B-ALL cells. c-MYC contributes to the glucose metabolic reprogramming of tumor cells by regulating the expression of different target genes (45, 46). Thus, we infer that the cellular metabolism of B-ALL cells is disturbed by CDK7 inhibitor THZ1 through the reduction of the c-MYC level. Subsequently, we performed a rescue experiment by overexpressing c-MYC in REH cells, and the cells were treated with THZ1. Consequently, THZ1 treatment enhanced cell apoptosis in over-expressed c-MYC REH cells. Meanwhile, we observed that THZ1 treatment increased the glucose uptake and quantity of the mitochondria, while decreasing MMP in REH cells with overexpressed c-MYC. However, THZ1 treatment boosted more mito-ROS production in overexpressed c-MYC REH cells, indicating that THZ1 resulted in the activation of the mito-ROS mitochondrial apoptotic pathway. CDK7 inhibitors augmented the anti-tumor activity through activating the p53 transcriptional program in tumor cells (32, 33). In addition, we examined the expression of p53 gene to explore the mechanism of overexpressing c-MYC REH cells sensitive to THZ1 treatment. Our data demonstrated that the mRNA expression of p53 was robustly increased in overexpressed c-MYC REH cells. Our study further supports that MYC-amplified tumors are highly vulnerable to the treatment of CDK7 inhibitors (20–22). Whether MYC-amplified B-ALL cells are sensitive to the treatment of CDK7 inhibitors requires further exploration. In addition, whether c-MYC regulated the expression of the key enzymes through directly binding to the promoters of glycolytic genes requires further exploration.

## Conclusion

Our data demonstrated that THZ1 induced the apoptosis of B-ALL cells *in vitro* in a high concentration. THZ1 suppressed the cellular metabolism and blocked the production of cellular metabolic intermediates in B-ALL cells by downregulating the expression of c-MYC-mediated metabolic enzymes. Thus, these findings indicated that CDK7 was a potential clinical therapeutic target for B-ALL.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO GSE167099.

## Ethics Statement

The studies involving human participants were reviewed and approved by Ethics Committee of Shanghai Children's Medical Center. Written informed consent to participate in this study was provided by the participants' legal guardian/next of kin. The animal study was reviewed and approved by Animal ethics committee of Shanghai Children's Medical Center. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

C-WD and KQ designed the study, analyzed and interpreted data, and wrote the paper. TA and M-HL performed experiments, analyzed and interpreted data. JX analyzed the RNA-SEQ and metabonomic data. HZ, W-WZ, NZ, R-YS, J-MZ, and L-TY performed experiments. LZ, LC, and KX discussed results and contributed to data interpretation. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: CDK7 Inhibitor THZ1 Induces the Cell Apoptosis of B-Cell Acute Lymphocytic Leukemia by Perturbing Cellular Metabolism
**Source:** Front Oncol. 2021 Apr 6;11:663360. doi: 10.3389/fonc.2021.663360
**Supplement:** Supplementary file 2

Supplementary Material

CDK7 inhibitor THZ1 induces the cell apoptosis of B-cell acute lymphocytic leukemia by perturbing cellular metabolism

Tuersunayi Abudureheman, Jing Xia, Ming-Hao Li, Hang Zhou, Wei-Wei Zheng, Neng Zhou, Rong-Yi Shi, Jian-Min Zhu, Li-Ting Yang, Li Chen, Liang Zheng, Kai Xue, Kai Qing and Cai-Wen Duan

**Table S1**

Clinical data for primary B-ALLs

How the deposited data were processed for this re-analysis (not part of the article)

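RNA-SEQ libraries of NALM6 cells were analysed, 3 from cells treated with DMSO and 3 from cells treated with 500 nM of THZ1 for 24 h. The authors deposited raw counts per gene, made by filtering the reads, mapping them to GRCh37 with STAR and counting them with htseq-count. The annotation, the strand setting and the version of the counter are not named in the paper's text, so reads of overlapping genes on opposite strands were treated as possibly shared. A second deposited table holds FPKM values, which the methods say were calculated by RSEM, for 16730 genes. Its values are on a log2 scale, with the authors' log2 fold changes equal to the differences of the group means, and they were read as log2(FPKM + 1). Between libraries of one treatment, the sorted values of this deposited log2 table differed by a median of 0.00150 to 0.00170, against 0.00998 to 0.0601 for log2(CPM + 1) computed from the counts of the genes tested. Between treatments, the sorted deposited values differed by a median of 0.0870 to 0.0902. The paper's text names no step that would make libraries of one treatment alike. The design, written for FPKM on a linear scale, was kept, and the deposited log2 values were taken back to FPKM before any other pseudocount was added. The same table gives the authors' p-values and FDR values, which are the authors' own and were only set beside the values computed here.

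Genes were filtered with edgeR's filterByExpr by treatment (minimum count 10, minimum total count 15), scaled by TMM and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called higher or lower at an adjusted p-value below 0.05 and a log2 fold change of at least 1.5 in size, the fold threshold in the legend of Fig. 3. Genes named in the text were called at an adjusted p-value below 0.05 at any fold. Standard errors were derived from the log2 fold change and the F statistic. All tests are two-sided. For a gene with all libraries of a treatment at or under 3 counts, a bound was computed beside the fitted fold change. The bound is given where such a gene is named, whereas genes were counted by the fitted value.

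The genes named in the text were set by a rule. It takes the genes that the paper names with an RNA-SEQ result, MYC, and the extremes of each list read from Figs. 1F, 1I, 1J, 2D, 6D and 6E, with any gene whose direction differs from the figure. It also takes the extremes of each pathway list, and the 5 highest and 5 lowest genes among those past the threshold with a mean of at least 10 CPM and no overlap between treatments. PLK1, ENSG00000266658, SLC10A1, GH1 and COL1A1 fall outside it and were chosen after their values were seen, as were CDK19, CDKN2C and PRKX-AS1, named as exceptions in their lists. Some results are not reported here. The 21 pathway lists were written from general knowledge, since KEGG's lists were not used here, and were tested with limma's camera on log2 CPM (prior count 2, preset correlation 0.01), with Benjamini-Hochberg adjustment over the lists. For DESeq2, camera was run on its statistics.

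The alternatives were RLE and upper quartile factors, library sizes alone, DESeq2, genes with at least 10 counts in every library, no filter, a replicate block, each library left out in turn, and limma on the deposited FPKM values with a pseudocount of 1 or 0.1 and a mean FPKM of at least 0.1 or 1. Other alternatives were unadjusted p-values, other fold thresholds, a per-gene linear model on the deposited values, the estimated correlation and fry for the lists, and Spearman correlations or the 500 most variable genes for the correlations. The analysis restricted to genes of the authors' table, and the leaving out of libraries for the mitochondrial share, were chosen after seeing the data.

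The pipeline was tested on simulated counts drawn from the means and library sizes of the real genes. Of 198 genes changed and tested, edgeR called 192 (97.0%), DESeq2 190 and limma on log2 CPM 186. None of the 16062 unchanged genes was called by edgeR, while 767 had an unadjusted p-value below 0.05. A call here also needed a log2 fold change of at least 1.5 in size. Few genes were changed, as many raised as lowered, whereas 7224 genes were higher and 6826 lower in the data at any fold. The simulation therefore could not test the scaling where most genes change. The 1 shifted list was called, and of the 18 lists sharing no gene with it 0 were called, whereas a list that shares genes with it was called too. All 400 planted neighbours were placed correctly by the search for neighbouring genes. Fold changes made from transcript length alone gave a Spearman rho of −0.241 with gene span, which fell to −0.00157 at a fixed transcript length.

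R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The qRT-PCR, Western blot, flow cytometry and metabolite measurements, REH cells and primary cells were not analysed here.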

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

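The tests of sequencing depth, of leftover DNA, of a single mitochondrial gene and of fewer nuclear transcripts were chosen only after the results they bear on were seen, as were the tissue genes. The test of leftover DNA replaced an earlier one set against uncounted genes, which could not test it.

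The mitochondrially encoded protein genes, which the paper does not discuss, took 12.0% ± 0.440 of the counts after THZ1 and 4.10% ± 0.0295 after DMSO (SD, n = 3, two-sided exact permutation test, p = 0.1, the smallest that this design allows). The rise did not rest on 1 gene, because without MT-CO1 the lowest THZ1-treated library still had 8.33%, against a mean of 3.05% with DMSO. Mitochondrial rRNA genes rose from 0.175% to 1.02%. The median log2 fold change of nuclear genes lay 1.67 below that of the mitochondrially encoded genes (difference −1.67). The gap was much smaller in the deposited log2 FPKM values, which hold 9 of the mitochondrially encoded genes. There the median of these genes was 0.27 and the median over all genes −0.15. A candidate explanation is fewer transcripts of nuclear genes per cell, with RNA polymerase II inhibited and mitochondrial transcripts unchanged. It cannot be told apart from more mitochondrial transcripts, because the counts hold no external standard.

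Among genes outside those the paper discusses, 1045 had at most 3 counts in each DMSO-treated library and at least 10 in each THZ1-treated library, and 201 showed the opposite. They include 322 protein-coding and 358 long non-coding RNA genes and took 0.522% of the counts after THZ1. Deeper sequencing is excluded, since the THZ1-treated libraries had 73.4% of the DMSO-treated libraries' mean total. Leftover DNA spread evenly over the genome would be counted on genes by their length. Of 5751 protein-coding genes with at most 3 counts in each DMSO-treated library and a transcript of at least 954 bases (the median of the 895 of the 1045 genes with a known length), however, 83.6% also had at most 3 in each THZ1-treated library, so evenly spread DNA is excluded as the whole cause. Transcription running past gene ends was not borne out as the whole cause, with 89 genes lying only past an expressed gene and 89 only before one, within 10 kb on the same strand (two-sided exact sign test, p = 1). Cells of another tissue were tested with SLC10A1 for liver and GH1 for pituitary, which had 21.6 and 29.4 CPM after THZ1. The median of the abundant transcripts of either tissue was at most 0.0362 times the level of the tissue's gene, far below what such cells would bring. Of 15 abundant genes of these tissues and of fibroblasts, 6 had at least 1 CPM with DMSO, and COL1A1 reached 14.4 CPM after THZ1. An effect of the treatment on where transcription starts or ends may remain, as a hypothesis. Of the 989 genes counted after THZ1 only that could be placed, 375 (37.9%) overlapped an expressed gene. The share was 12.9% for uncounted genes and 35.1% for genes counted after DMSO only. The sign test left overlapping genes out, so reads shared with expressed genes were not excluded. Of the genes counted after THZ1 only that lay apart from expressed genes, 16.6% lay within 2 kb before the start of an expressed gene on the opposite strand. This compares with 6.19% to 9.12% in each other position and was noticed after these tests. Uncounted genes favoured the same position, with 0.487% against 0.230% to 0.341%, so this excess alone does not point to the treatment. Within 10 kb it was smaller, with 24.8% against 18.4% to 22.6%. Only 1.54% to 1.72% of uncounted genes lay in each of these positions within 10 kb. Genes counted after DMSO only lay more often past an expressed gene (23) than before one (7, two-sided exact sign test, p = 0.00522).

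The identifier ENSG00000266658, which has no entry in the annotation used, took 1.92% ± 0.0954 of the counts after THZ1 and 0.0330% ± 0.00200 after DMSO (SD, n = 3, two-sided exact permutation test, p = 0.1). Its raw counts were 155685 ± 3391 and 3652 ± 197. No explanation was tested for it, technical or biological, and its sequence was not analysed here.

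The replication-dependent histone genes took 0.107% ± 0.00475 of the counts after THZ1 and 0.00309% ± 0.000183 after DMSO (SD, n = 3). Reads moving between near-identical copies would leave the sum of the family unchanged, but it rose 34.5 times. The median log2 fold change lay 3.33 above that of random lists matched on gene span, so short span alone is excluded as the whole cause. A difference in how much RNA without a poly(A) tail entered the libraries was not tested, since the library selection is not named in the paper's text, and remains open beside an effect of THZ1. Such a difference was not tested either for MIR3648, the mitochondrial genes or the genes counted after THZ1 only.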

How the results depend on the processing

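The alternatives for each result were set before the data were examined, apart from the restriction to the authors' genes and the leaving out of libraries for the mitochondrial share, which were chosen after seeing the data.

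The number of genes higher with THZ1 was 1821 among genes with at least 10 counts in every library, 6996 with no filter and 7224 with no fold threshold. The number lower was 1178, 6826 with no fold threshold and 3763 with a log2 fold change of at least 1. These settings change the genes tested or the threshold by construction. The filter on every library removes genes near 0 in either treatment. Across the 6 fits that each left out 1 library, 4398 to 4471 genes were higher and 2185 to 2348 lower. Restricted to genes of the authors' table, 3506 were higher and 1657 lower. The numbers under the other alternatives stayed within 1.5 times.

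With the correlation estimated for each list, camera called 5 lists lower, and fry called 7 higher. The former uses a wider error and the latter another null hypothesis.

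With the replicate number as a replicate block, 4093 genes were higher and 2140 lower. Same-numbered libraries did not deviate together (r = −0.00400, 0.000969 and 0.0206 across genes), so the numbers do not pair the libraries.

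The mean correlation within groups was 0.975 in the deposited log2(FPKM + 1) values, 0.940 over the 500 genes with the largest variance and 0.993 as a Spearman correlation. The mean correlation between groups was 0.693, 0.616 and 0.801 under the same settings, 0.769 with at least 10 counts in every library, and 0.766 to 0.768 with each library left out. The share of variance on the first principal component was 89.7% in the deposited values, 98.8% over the 500 genes, 95.1% with library sizes alone, and 95.0% to 95.4% with each library left out. The cause of these moves was not tested.

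Reversed signs were limited to CCND2, MT-ND6 and SLC2A1 among the named genes. With limma on log2(FPKM + 1), the log2 fold change of CCND2 was −0.14, on log2(FPKM + 0.1) it was −0.29, and with a mean FPKM of at least 1 it was −0.14. The log2 fold change of MT-ND6 was −0.14 under each of these 3 settings. The log2 fold change of SLC2A1 was −0.23 with library sizes alone, −0.0712 with no filter, −0.0825 with limma on log2(FPKM + 1), −0.0848 on log2(FPKM + 0.1) and −0.0825 with a mean FPKM of at least 1, and −0.0662 to 0.0568 with each library left out, negative without DMSO replicate 2, DMSO replicate 3 or THZ1 replicate 1. The cause was not tested. Of all alternatives for named genes, 1116 kept direction and side of the threshold, 12 were weaker, 1 was stronger and 14 reversed. The weaker ones concern CDK7 (3), DUSP1 (6) and RBKS (3). The log2 fold change of DUSP1 was −0.19 without DMSO replicate 1 and −0.19 without THZ1 replicate 3, each no longer called. The difference between treatments in the share of counts on mitochondrially encoded genes was 7.91 percentage points, 7.95 among filtered genes and 7.74 to 8.16 with each library left out.

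The depth limits the genes at or under 3 counts in 1 treatment, for whose fold changes the counts give only bounds.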

Differences from the paper's values

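No test in this part was chosen after its result was seen, apart from the restriction to the genes of the authors' table.

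With THZ1, 4088 genes were higher, against the paper's 2,614. Of the alternatives set before the data were examined, the number came within 1.5 times the paper's with library sizes alone (3698), with at least 10 counts in every library (1821), with limma on log2(FPKM + 1) (2900, and 2900 with a mean FPKM of at least 1), with limma on log2(FPKM + 0.1) (3439) and with the per-gene linear model on the deposited values (2859). It did not with RLE or upper quartile factors, DESeq2, no filter, the replicate block, any library left out, unadjusted p-values or other fold thresholds. The restriction to the genes of the authors' table, chosen after seeing the values, gave 3506. In the authors' deposited table, the same fold threshold and an FDR below 0.05 give 2614 higher and 1892 lower genes, the paper's numbers, and their p-value below 0.05 gives 2723 and 1922.

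The paper states that BCL-XL was downregulated, citing a heatmap, qRT-PCR and a pathway drawing. In the RNA-SEQ counts the log2 fold change of BCL2L1 was 0.47, and positive under every alternative run, from 0.22 to 0.66. Fig. 1I draws E2F2 as lower, whereas the log2 fold change of E2F2 was 0.64, and 0.36 with an FDR of 0.0588 in the authors' deposited table. It was positive under every alternative run. The drawing may stand for E2F1, E2F2 and E2F3 as a group, and E2F1 (−2.83) and E2F3 (−0.28) were lower. The paper also measured the E2F family by qRT-PCR (Fig. 1G), which was not analysed here. The paper states that the mRNA of CDK7 was not affected, whereas the log2 fold change of CDK7 was −0.34 (adjusted p = 0.00812 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was not called with upper quartile factors, with DESeq2 or with at least 10 counts in every library. The fold changes of BCL2L1, E2F2 and CDK7 are relative to the other genes under every alternative, because the counts hold no external standard. Whether their transcripts rose or fell per cell was therefore not measured.

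The axes of Fig. 3A give about 120% and about 32% for the first and second principal components, read by eye. The standard deviations of these components over the deposited values, centred and scaled, were 115.0 and 32.5, and their shares of variance 79.1% and 6.30%.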

Other observations

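The test of the filter of the deposited table was chosen only after the result was seen, and its comparison was later changed from the paper's number to the authors' calls on the same genes. The measure for the lists matched on gene span was changed after its values were seen, from a percentile to a difference of medians.

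Genes with a long span on the chromosome were lower with THZ1. Across 16069 genes, which are not independent, the Spearman rho between span and log2 fold change was −0.388. Among protein-coding genes with a mean of at least 10 CPM, the 1792 with the shortest span (up to 10.7 kb) had a median of 0.40 and the 1792 with the longest (from 88.4 kb) a median of −0.64. At a fixed mature transcript length rho was −0.295, at a fixed GC content −0.313 and among genes with a mean of at least 10 CPM −0.340, so none of these accounts for the whole trend. A slower passage of RNA polymerase II along genes under THZ1 may explain it, a hypothesis that was not tested.

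Gene span did not account for the changes of the p53 and MYC target lists. The p53 targets lay 1.76 above random lists matched on span, and the MYC targets lay below them (difference −0.91, list −0.82 against 0.09). Lists that camera did not call could also lie below their matched lists. The median was −0.07 against 0.55 for ribosomal proteins and −0.36 against 0.27 for nuclear oxidative phosphorylation. The G2/M, RNA polymerase II and apoptotic lists stayed within the central range of theirs. Glycolysis, at −0.85, barely left its range, whose lower end was −0.83.

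Of the 10 splits of the 6 libraries into 3 and 3, only the real one, 1 of 10, gave as many genes higher, and 1 of 10 as many lower. The other 9 called 0 genes, with at most 3 at an unadjusted p-value below 0.05. A split and its mirror are one, so the larger direction of each other split was counted. For the pathway lists, 6 of the 10 splits then gave at least as many as the 11 lower lists, and 10 of 10 at least as many as the 4 higher lists. Each other split sets 2 libraries of a treatment and 1 of the other against the rest, so it carries part of the treatment contrast, and camera ranks genes within a split. The number of lists called in the other splits therefore does not bear on whether the real number arose by chance. For genes, the treatment difference within each mixed group adds to the spread, so few calls could be made there. The number of genes called in the other splits does not bear on chance either. With 10 splits a share below 0.1 cannot be had.

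Whether the filter of the deposited expression table accounts for the larger number of genes higher than in the paper was tested on its genes. Among the 14420 genes in both tables, 3506 were higher here and 2220 in the authors' table, a ratio of 1.58, so the filter does not account for the whole difference. Outside that table, 582 genes were higher here and 485 lower.

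The paper attributes lower PKM2 to THZ1 among MYC-mediated enzymes. PKM, on chromosome 15 from 72491370 to 72524160, had 1401 ± 99.2 CPM with DMSO and 1009.6 ± 18.2 CPM with THZ1 (SD, n = 3), a log2 fold change of −0.47 (standard error 0.07, adjusted p = 1.8e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Counts per gene do not separate its transcripts.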
